# Genome-wide comparison between IL-17 and combined TNF-alpha/IL-17 induced genes in primary murine hepatocytes

**DOI:** 10.1186/1471-2164-11-226

**Published:** 2010-04-07

**Authors:** Titus Sparna, Julia Rétey, Kathrin Schmich, Ute Albrecht, Katrin Naumann, Norbert Gretz, Hans-Peter Fischer, Johannes G Bode, Irmgard Merfort

## Abstract

**Background:**

Cytokines such as TNF-alpha and IL-1beta are known for their contribution to inflammatory processes in liver. In contrast, the cytokine IL-17 has not yet been assigned a role in liver diseases. IL-17 can cooperate with TNF-alpha to induce a synergistic response on several target genes in different cell lines, but no data exist for primary hepatocytes. To enhance our knowledge on the impact of IL-17 alone and combined with TNF-alpha in primary murine hepatocytes a comprehensive microarray study was designed. IL-1beta was included as this cytokine is suggested to act in a similar manner as the combination of TNF-alpha and IL-17, especially with respect to its role in mRNA stabilization.

**Results:**

The present microarray analysis demonstrates that primary murine hepatocytes responded to IL-17 stimulation by upregulation of chemokines and genes, which are functionally responsible to increase and sustain inflammation. Cxcl2, Nfkbiz and Zc3h12a were strongly induced, whereas the majority of the genes were only very moderately up-regulated. Promoter analysis revealed involvement of NF-kappaB in the activation of many genes. Combined stimulation of TNF-alpha/IL-17 resulted in enhanced induction of gene expression, but significantly synergistic effects could be applied only to a few genes, such as Nfkbiz, Cxcl2, Zc3h12 and Steap4. Comparison of the gene expression profile obtained after stimulation of TNF-alpha/IL-17 versus IL-1beta proposed an "IL-1beta-like effect" of the latter cytokine combination. Moreover, evidence was provided that modulation of mRNA stability may be a major mechanism by which IL-17 regulates gene expression in primary hepatocytes. This assumption was exemplarily proven for Nfkbiz mRNA for the first time in hepatocytes. Our studies also suggest that RNA stability can partially be correlated to the existence of AU rich elements, but further mechanisms like the RNase activity of the up-regulated Zc3h12a have to be considered.

**Conclusions:**

Our microarray analysis gives new insights in IL-17 induced gene expression in primary hepatocytes highlighting the crosstalk with the NF-kappaB signaling pathway. Gene expression profile suggests IL-17 alone and in concert with TNF-alpha a role in sustaining liver inflammatory processes. IL-17 might exceed this function by RNA stabilization.

## Background

The liver is an important organ with high regenerative potential and complex functions. Regeneration occurs through growth factor- and cytokine-mediated proliferation of differentiated hepatocytes [1]. In the priming phase of liver regeneration induced by partial hepatectomy or mitogenic effects, TNF-α and IL-6 are involved, whereas IL-1β is known to be a potent inhibitor of hepatocyte proliferation. Overall, these cytokines are known for their proinflammatory properties contributing to inflammatory processes which also precede liver regeneration [1-4]. Recently, interleukin-17 (IL-17A) has stepped in the limelight as a further interesting proinflammatory cytokine produced predominantly by a distinct class of Th lymphocytes, the Th17 cells. IL-17 is thought to be important for host defence against bacterial infection and plays a significant role in local tissue inflammation through modulating cytokine and especially chemokine production by various cells. Evidence was provided that neutrophil recruitment is mediated through upregulation of chemokine expression on target cells like epithelial cells [5,6]. Interestingly, studies in patients with hepatocellular carcinoma revealed a higher number of IL-17 expressing lymphocytes in tumor tissue [7], which correlates with reduced survival [8], suggesting IL-17 a tumor promoting role. Moreover, IL-17 was demonstrated to be dramatically increased in patients with alcoholic liver disease [9], where it is discussed as a key feature important for liver neutrophil recruitment. However, IL-17 has not yet been assigned a role in liver regeneration. Altogether, its moderate influence on gene expression suggests that it rather sustains, than induces inflammatory processes [10]. Interestingly, blocking of IL-17 prior to systemic TNF-α application, protects mice from TNF-α induced systemic inflammatory response syndrome [11].

The latter observation points to the fact that IL-17 can cooperate with TNF-α to induce a synergistic response on several target genes which has been shown in various cell lines [12,13]. However, no data exist for primary hepatocytes or any hepatoma cell line in this respect, therefore further information is needed. Microarray data exist upon stimulation with IL-17 for human vascular smooth muscle cells [14], bronchial epithel cells [5,15], and upon TNF-α/IL-17 stimulation for the preosteoblast cell line MC3T-E1, ST2 and MEFs [12], human rheumatoid arthritis synoviocytes [13,16], MEFs and HeLa cell lines [17]. Strikingly, chemokines always belong to the most prominently expressed genes.

Almost all known IL-17 target genes are also regulated by IL-1β and TLR ligands, such as LPS, suggesting an overlap of parts of their signaling pathways. Computational analysis of 18 IL-17 target gene promoters revealed binding sites for the transcription factors NF-κB, CCAAT/enhancer-binding protein (C/EBP), AP1 and OCT1 as over-represented. However, joint occurrence of NF-κB and C/EBP is not a common feature of all IL-17 genes [12,18] Thus, genes with an immunoregulatory function possess binding sites for both, whereas promoters from chemokines do not commonly have C/EBP, AP1 or OCT1, but NF-κB sites [18]. IL-17 is somewhat different from classical NF-κB activators, as it induces a weak NF-κB DNA binding activity and surprisingly could not activate NF-κB reporter gene constructs transfected in several cell lines [6].

Furthermore, IL-17 is known to influence gene expression by modulating RNA stability [17] which can be correlated to the occurrence of AU-rich elements (ARE) mostly in the 3' untranslated region of the mRNA. These sequences represent interaction sites for stability modulating proteins like Zfp36 (encoding tristetraprolin) [6,19-21]. Although the underlying mechanism for the potent synergy of IL-17 with TNF-α is not well understood it is presumed that IL-17 is involved in enhancement of transcript stability, particularly in those genes containing AREs.

As no data exist for primary hepatocytes on the influence of IL-17 and its potent synergy with TNF-α, both very important proinflammatory cytokines, a study was designed to identify hepatocyte specific gene expression changes induced by IL-17 alone and in combination with TNF-α. Moreover, analyses were carried out to elucidate the possible impact of IL-17 on the modulation of mRNA stability. As the used cytokines belong to the group of pro-inflammatory mediators, the results obtained may increase our knowledge of the complex signaling network contributing to the development of inflammatory liver diseases.

## Results and Discussion

Primary hepatocytes were stimulated with TNF-α (2 ng/ml) alone or in combination with IL-17 (100 ng/ml) following the protocol of [12] for 1 and 4 h respectively, in order to observe changes in early as well as delayed gene expression profiles. 

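The livers of 6 mice, pooled in pairs, gave 3 preparations of primary hepatocytes, called series in the methods, and each series was cultured under all conditions. Cultures were left untreated or received IL-1β (20 ng/ml), TNF-α (2 ng/ml), IL-17 (100 ng/ml) or TNF-α and IL-17 together, and RNA was taken at 1 h and at 4 h. This gave 10 groups of 3 cultures and 30 arrays, 1 per culture. In the methods, IL-17 was added 30 min ahead of the other cytokine, so cultures labelled 1 h and 4 h had met IL-17 for 1.5 h and 4.5 h. The authors hybridised the RNA to Affymetrix mouse arrays with 45101 probe sets, reduced the probes of each set to 1 intensity with MAS5 and scaled every array to a common log mean. In the values used here the log mean of an array lies between 9999.78 and 10000.2, the median between 6938 and 7577, and single intensities run from 6 to 8222470. The intensities were taken to log2 with nothing added, and the third of the probe sets with the highest mean over the 30 arrays was tested, 15033 probe sets, with 30068 dimmer ones left out. Each comparison was tested with limma in 1 model of the 10 groups with the series as a block. A probe set was called where its p, adjusted by Benjamini and Hochberg over the probe sets tested, was under 0.05. Changes are given as log2 fold changes with the standard error (SE) of that model. A comparison at 1 h or at 4 h sets 3 cultures against 3, and a comparison over both times sets 6 against 6. Of the probe sets tested, 13874 carry the name of 1 gene, which makes 8444 genes. The methods divide each series by its own median to compensate for differences between the series. That division was not applied, since the block takes up such differences. With 3 cultures per group, the number of arrays limits the precision of every value.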

For a detailed overview on the experimental setup please refer to Additional file 1, Table S1. Titration experiments revealed 100 ng/ml of recombinant IL-17 to be sufficient for maximal induction (data not shown). Both cytokine concentrations have been evaluated in advance by determining their capacity to induce mRNA expression levels of the hallmark target genes IL6, Nfkbiz and iNOS in response to different concentrations alone or in combination. We also included stimulation of primary hepatocytes with IL-1β in the same experimental approach. We chose IL-1β, because this cytokine might act in a similar way as the combination of TNF-α and IL-17 by initiating transcription via NF-κB as well as stabilizing short-lived mRNA possessing enhanced numbers of ARE [17]. 

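In untreated hepatocytes, 34 probe sets (29 genes) were higher and 34 (30 genes) were lower after 4 h than after 1 h (n = 3 cultures each). Fos, a subunit of the transcription factor AP-1, was the 1 immediate early gene of 17 measured that changed, by 1.16 (SE 0.25, adjusted p = 0.033) on the log2 scale (2 of the 17 rose when adjusted over the list alone). Mt2, which encodes a metal-binding metallothionein, was the 1 acute phase gene of 24 measured that changed, by -0.58 (SE 0.11, adjusted p = 0.012), with 3 lower when adjusted over the list alone. Among genes picked after their values were seen, the β-tubulin gene Tubb2b rose by 1.06 (adjusted p = 0.010), while Cirbp, an RNA-binding protein induced by cold, changed by -0.92 (adjusted p = 0.0039). Of 12 chemokines and 17 NF-κB regulators, 0 passed in this comparison with limma, at an unadjusted p under 0.05 in 2 and 1 of them, and 0 passed when adjusted over each list alone. The count rested on single series and on the fit: 5 probe sets passed without series 1, 17 without series 2, 6 without the series as a block and 12 when all 45101 probe sets were tested, while quantile normalization gave 112 higher and 161 lower.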

Since previous observations revealed an ongoing cultural adaptation process accompanied with distinct changes in gene expression (Zellmer et al. unpublished data), gene profiles of untreated cells were recorded for both time points as time-matched references, a procedure different to conventional analyses.

A two-way analysis of variance for repeated measures (rANOVA) with factors time (1 h, 4 h) and treatment (control, IL1β, TNF-α, IL-17, TNF-α/IL-17) was performed to identify genes which are regulated by any of the investigated cytokines. 1631 probe sets (representing 1341 genes) were regulated (factor treatment, ST q-value < 0.045), 13357 probe sets were not significantly influenced and 30113 probe sets were excluded from the analysis because they contained low quality results (quality p-value ≥ 0.05 according to MAS5) in at least one of the experiments. 

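Cytokine treatment changed 1152 of the 15033 probe sets (815 genes) in an F test of the 4 cytokine effects over both times, and 13881 did not pass. Changes of opposite sign at 1 h and 4 h cancel in this test. The contrast of IL-1β alone over both times called 3503 probe sets, so 1152 is not the number that responded to any 1 cytokine. The test called 8 of 12 chemokines, 13 of 17 NF-κB subunits and regulators, all 4 measured adhesion molecules (Vcam1, Icam1, Cd44 and Alcam), 8 of 13 genes of the IL-6 family pathway, 10 of 20 receptors and adaptors and 9 of 17 immediate early genes, or 9, 15, 4, 8, 13 and 11 when adjusted over the list alone. Of 24 acute phase proteins it called 6, namely Cfb, Crp, Hamp, Mt2, Saa3 and Saa4 (6 when adjusted over the list alone). Among interferon-responsive, iron, apoptosis and survival, and lipid and ceramide genes it called 4 of 19, 5 of 10, 5 of 14 and 4 of 15 (6, 6, 7 and 5 when adjusted over the list alone). In groups of liver metabolism it called 3 of 11 genes of gluconeogenesis and sugar metabolism, 2 of 14 of fatty acid oxidation, 1 of 13 of bile acid synthesis and transport and 1 of 27 subunits of mitochondrial complex I, or 7, 2, 1 and 0 when adjusted over the list alone. The number called moved with the replicates and the filter. It was 218 without series 2, 424 without series 3, 266 without the series block, 406 with all probe sets tested and 751 with the brightest sixth alone.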

To dissect which of the cytokines is responsible for the regulation of which genes, the 1631 regulated probe sets were subjected to further mathematical analysis. For each cytokine treatment a separate two-way rANOVA with factors time (1 h, 4 h) and treatment (control 1 h, 4 h, cytokine) was performed. The regulated genes were separated in two groups (up-regulated by cytokine, downregulated by cytokine) using a K-means cluster algorithm [22]. The results with the respective up-regulated genes are depicted in Figure 1 and Table 1. 903 probe sets were induced by IL-1β (ST q-value < 0.00018), 463 probe sets by TNF-α (ST q-value < 0.0014), 92 probe sets by IL-17 (ST q-value < 0.012) and 370 probe sets by the combination of TNF-α/IL-17 (ST q-value < 0.0014).

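Over both times together, IL-1β raised 2841 probe sets (1829 genes) and lowered 662 (500 genes), TNF-α raised 595 (440 genes) and lowered 162 (126 genes), TNF-α/IL-17 raised 387 (278 genes) and lowered 156 (118 genes), and IL-17 alone raised 53 (40 genes) and lowered 35 (28 genes), against untreated cells (n = 6 arrays per group). Of 12 chemokines measured, 8 rose with each of IL-1β, TNF-α and TNF-α/IL-17 (9, 9 and 8 when adjusted over the list alone). Ccl20, which attracts lymphocytes and dendritic cells, rose by 6.45 (SE 0.48, adjusted p = 1.0e-09) with IL-1β, 4.51 (SE 0.48, adjusted p = 1.0e-06) with TNF-α and 5.15 (SE 0.48, adjusted p = 6.5e-08) with TNF-α/IL-17 on the log2 scale, while the interferon-inducible chemokine Cxcl10 rose by 1.41 (SE 0.27, adjusted p = 9.4e-04), 2.14 (SE 0.27, adjusted p = 2.0e-05) and 1.35 (SE 0.27, adjusted p = 0.0035). Of 17 subunits, inhibitors and feedback regulators of NF-κB, 14, 14 and 12 rose (14, 15 and 15 over the list alone), among them the inhibitor Nfkbie (1.92, 2.06 and 1.58) and the kinase Ikbke (1.91, 1.41 and 1.54), with adjusted p between 2.4e-09 and 1.4e-05. All 4 adhesion molecules rose with IL-1β and with TNF-α/IL-17 and 3 of them with TNF-α (4 over the list alone for each), and Icam1, a ligand of leukocyte integrins, rose by 2.20 (SE 0.15, adjusted p = 1.6e-10), 2.01 (SE 0.15, adjusted p = 2.4e-09) and 1.94 (SE 0.15, adjusted p = 1.8e-09). Of 20 receptors and adaptors, 14, 7 and 8 rose (14, 7 and 10 over the list alone), with the adaptor Myd88 at 0.70, 0.54 and 0.55, and the receptor Il1r1 rose with IL-1β by 1.07 (SE 0.19, adjusted p = 4.3e-04). Of 13 genes of the IL-6 family pathway, 7, 5 and 4 rose (9, 7 and 7 over the list alone), and Socs3, a feedback inhibitor of STAT3, rose by 1.90 (SE 0.26, adjusted p = 2.1e-05) with IL-1β and 1.28 (SE 0.26, adjusted p = 0.0041) with TNF-α/IL-17. Of 17 immediate early genes, 10, 5 and 6 rose (10, 9 and 9 over the list alone), such as Junb (0.80, 0.73 and 1.04), and 1, the phosphatase gene Dusp1, fell in each (1, 2 and 1 lower over the list alone). Of 19 interferon-responsive genes, 7, 4 and 2 rose (8, 4 and 3 over the list alone), with the transcription factor Irf1 at 1.28, 1.38 and 1.31. The IL-1β counts rest on series 2, without which 330 probe sets passed, and without series 3 it was 1553; TNF-α then gave 183 and 329, and TNF-α/IL-17 gave 270 and 280. Without series 2, IL-1β raised 3 of the immediate early genes, 8 of the receptors, 3 of the interferon-responsive genes and 4 of the IL-6 family genes, and TNF-α raised 2, 3, 3 and 1. TNF-α raised 4 receptors without series 1 or series 3. Without series 1, it raised 2 interferon-responsive genes and 2 IL-6 family genes, and TNF-α/IL-17 raised 2 IL-6 family genes without series 2 or series 3 and 1 interferon-responsive gene without series 1 or series 3. TNF-α/IL-17 raised 3 adhesion molecules without any 1 of the series or with array medians set to 0, and IL-1β raised 3 without series 2. Without the series block 2 adhesion molecules rose with each of IL-1β, TNF-α and TNF-α/IL-17. Without the series block 1271, 142 and 152 probe sets passed, and when all probe sets were tested 1725, 208 and 235. After quantile normalization, which moved the IL-1β effect of single probe sets by a median of -0.116 over both times, -0.114 at 1 h and -0.117 at 4 h, 1869 probe sets were higher and 1976 lower with IL-1β, 621 and 528 with TNF-α, and 514 and 369 with TNF-α/IL-17.

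**Figure D1:**
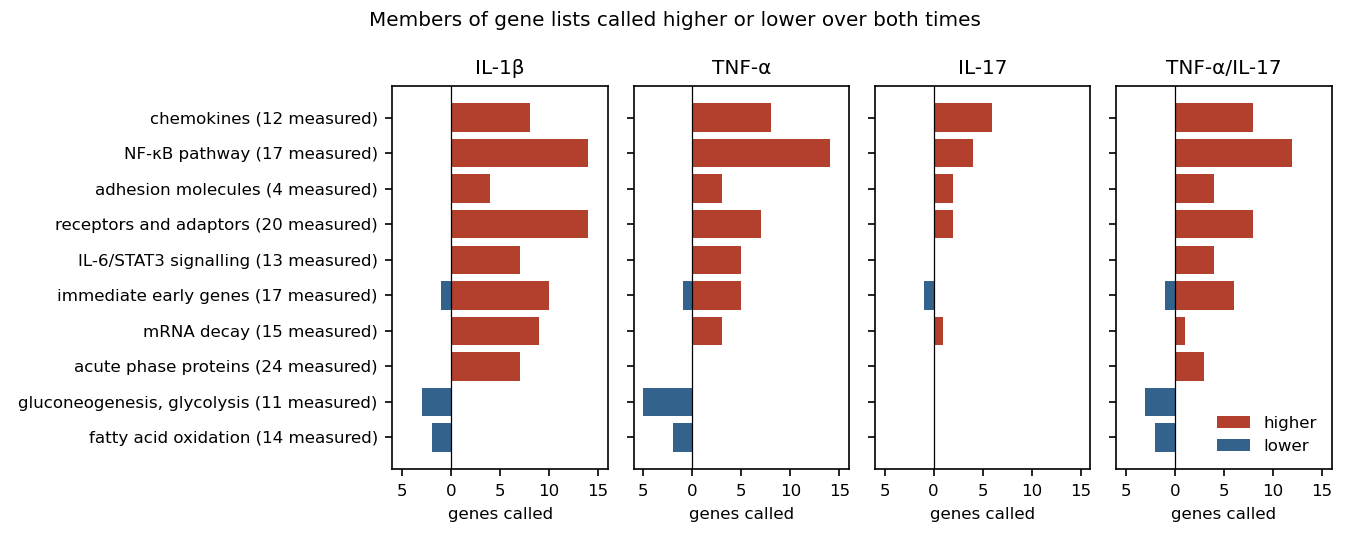
Number of genes of 10 lists called higher (bars to the right) and lower (bars to the left) than in untreated cells over both times, for IL-1β, TNF-α, IL-17 and TNF-α/IL-17 (limma, n = 6 arrays per group). The chemokine bar reaches 8 for IL-1β, TNF-α and TNF-α/IL-17 and 6 for IL-17.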

**Figure 1:**
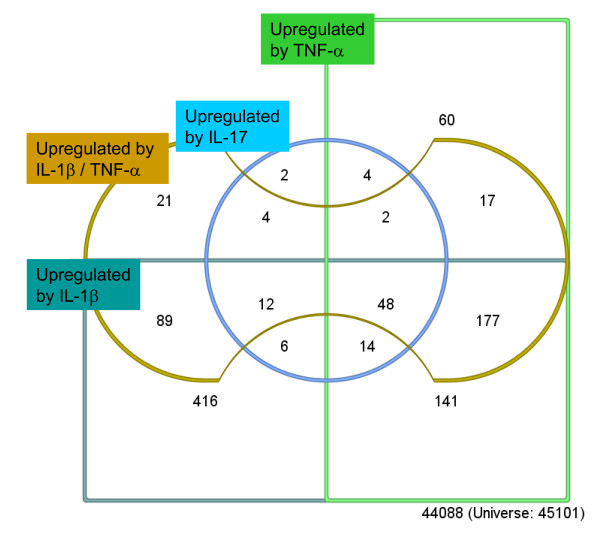
**Venn Diagram describing relationships between up-regulated probe sets transcripts after treatment of hepatocytes with different cytokines or combinations thereof**. Genes up-regulated by IL-1β (dark green; 903 probe sets, ST q-value < 0.00018) and TNF-α (green; 463 probe sets, ST q-value < 0.0014) are located within the two rectangles, genes up-regulated by IL-17 stimulation (blue: 92 probe sets, ST q-value < 0.012) in the centre circle and genes up-regulated by combined stimulation of TNF-α and IL-17 (brown, 370 probe sets, ST q-value < 0.0014) in the bone shaped structure.

**Table 1:** Subgroups of up-regulated genes.

Group	Group Size (probe sets)	Group Size (Genes)	NF-κB target genes (Bioinf)	NF-κB target genes (Lit)	ARE
IL-17	2	2	-	-	-
TNF/IL-17	21	21	8 (38%)	1 (5%)	9 (43%)
IL1 + IL17	6	6	-	-	-
IL1 + TNF	141	135	23 (17%)	8 (6%)	24 (18%)
IL1 + TNF/IL17	89	80	9 (11%)	18 (23%)	15 (19%)
IL-17 + TNF/IL17	4	4	-	-	-
IL17 + TNF	4	4	-	-	-
TNF + TNF/IL17	17	16	-	-	-
TNF + IL1 + TNF/IL17	177	151	39 (26%)	35 (23%)	25 (17%)
TNF + IL17 + TNF/IL17	2	2	-	-	-
IL1 + IL17 + TNF/IL17	12	10	-	-	-
TNF + IL1 + IL17	14	14	-	-	-
Up-regulated by all stimuli (TNF/IL-17, IL-17, TNF, IL-1)	48	40	23 (58%)	21 (53%)	15 (38%)

All expressed genes^a^	14.988	9.828	1369(14%)	311 (3%)	2076 (21%)

Probe sets and gene numbers are indicated as well as frequency of NF-κB transcription factor binding site (separated for the bioinformatic and literature based approach) and the frequency of AU rich elements (ARE). Groups with less than 20 genes have been excluded from the analysis.

^a ^This group comprises all genes which show at least one valid expression value

### IL-17 induced gene expression

At first genes up-regulated by stimulation with IL-17 in primary hepatocytes (92 probe sets representing 79 genes, Figure 1, blue circle, Additional file 2, Table S2) were further investigated. 

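IL-17 alone raised 6 of 12 chemokines over both times together (7 higher and 1 lower when adjusted over the list alone). These were Cxcl1, Cxcl2, Cxcl3, Ccl2, Ccl7 and Ccl20, which attract neutrophils, monocytes or lymphocytes. Ccl7 rose by 1.66 (SE 0.18, adjusted p = 5.2e-06) and Ccl20 by 2.18 (SE 0.48, adjusted p = 0.030) on the log2 scale (n = 6 arrays per group). Of 11 genes listed as IL-17 targets in fibroblasts, osteoblasts or epithelium, IL-17 raised 9 (9 over the list alone), IL-1β 10, TNF-α 8 and TNF-α/IL-17 9 (10, 8 and 10 over the list alone), and 1 of them, Cebpd, fell with TNF-α. The list holds Zc3h12a, which by the paper had not yet been described as dependent on IL-17. It also holds Nfkbiz and Steap4, which the study's tables give as raised on these arrays. The 9 are therefore not independent evidence of a response shared with other cells. Of 17 NF-κB subunits and regulators, 4 rose with IL-17 (8 over the list alone), namely Nfkbiz, Nfkbia, Tnfaip3 and Bcl3, the last by 0.55 (SE 0.11, adjusted p = 0.018). Of 4 adhesion molecules, Icam1 rose by 0.66 (SE 0.15, adjusted p = 0.035) and Cd44, a receptor for hyaluronan, by 0.51 (SE 0.12, adjusted p = 0.041), and all 4 passed over the list alone. Of 20 receptors and adaptors, 2 rose by the probe set with the highest mean of each gene (7 over the list alone), namely Tlr2, a receptor for bacterial lipoproteins, and Cd14, a coreceptor for endotoxin, at 0.46 (SE 0.10, adjusted p = 0.037), and 4 by the probe set with the smallest p of each gene, which adds Il1rn and Irak3. With limma, 0 of 24 acute phase proteins, 0 of 13 IL-6 family genes and 0 of 19 interferon-responsive genes passed for IL-17, at an unadjusted p under 0.05 in 1, 4 and 2 of them (0, 2 and 1 over the list alone). Without series 3, 3 chemokines, 1 NF-κB gene, 1 adhesion molecule and 1 receptor passed, and without series 2, 5, 1, 0 and 0 did. Without the series block 3 chemokines, 1 NF-κB gene, 0 adhesion molecules and 0 receptors passed, so the calls of Icam1, Cd44, Tlr2 and Cd14 ended. For the whole array the number called with IL-17 ran from 17 without series 3 to 999 without series 1, and some exchanges of the IL-17 and control labels within series called more probe sets than the true labels.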

As expected for an inflammatory cytokine genes related to immune response and inflammation as well as several chemokines were found among the most strongly up-regulated ones. Accordingly, the search for overrepresented GO terms revealed "inflammatory response" as most significant (Fisher's Exact test, p-value = 1.5E-5) confirming previous observations in murine embryonic fibroblasts and osteoblasts [12]. In line with the observations reported by [12] the data presented herein indicate that in primary hepatocytes IL-17 itself is a weak inductor of gene expression compared to cytokines, such as TNF-α. This was similar with our study in primary hepatocytes, as only 11 probe sets (representing 8 genes) reached a fold induction of >2 fold at 1 h and 18 probe sets (representing 13 genes) at 4 h by IL-17 treatment. In contrast, in rheumatoid arthritis synoviocytes a microarray study revealed about 600 genes significantly regulated by two IL-17 isoforms after 12 h of stimulation [13].

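Among the probe sets called at 1 h, 8 were over 2-fold higher with IL-17, from 5 genes: Nfkbiz, Zc3h12a, Cxcl1, Ccl7 and Ccl2. Ccl7, a chemokine for monocytes, rose 2.55-fold (log2 1.35, SE 0.25, adjusted p = 0.030). At 4 h, 22 were, from 17 genes, among them the chemokine genes Ccl7 at 3.94-fold (log2 1.98, SE 0.25, adjusted p = 1.1e-04) and Ccl20 at 10.0-fold (log2 3.32, SE 0.68, adjusted p = 0.034), and Elf3, an epithelial transcription factor of the Ets family, at 3.41-fold (log2 1.77, SE 0.30, adjusted p = 0.0044). With no test, 19 and 30 probe sets were over 2-fold higher. In all, limma called 8 probe sets higher and 2 lower at 1 h and 29 higher and 7 lower at 4 h (n = 3 cultures per group), and the 2 lower at 1 h were Fam174a and Rab11a, at -0.61 (SE 0.11, adjusted p = 0.030) and -0.55 (SE 0.11, adjusted p = 0.034), neither of which passed without any 1 of the series. The numbers over 2-fold fell to 3 at 1 h without series 1 and to 9 at 4 h without series 3, and to 3 and 8 without the series block. Ccl7 at 1 h passed in no fit that left out a series or the block, and its 4 h call ended without series 3. Ccl20 and Elf3 at 4 h did not pass without series 3 or without the block, and Ccl20 did not pass without series 2. Simulated changes of 2-fold were found in 47 of 50 probe sets at 1 h and 48 of 50 at 4 h, and changes of 1.5-fold in 33 and 30 of 50. Those simulations called 195 and 192 probe sets in all, against 10 and 36 here, which eases the adjusted threshold. These shares therefore do not give the power of the real test.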

To focus on genes with substantial differential regulatory response towards IL-17, only probe sets reaching a standard deviation (SD) >0.4 in their fold induction ratios (measured over all experiments) were hierarchically clustered (42 probe sets = 35 genes) (see Figure 2). As NF-κB plays a crucial role for transcriptional regulation of genes expressed in the course of an inflammatory process, these genes were analyzed for NF-κB binding sites. Based on a literature or a bioinformatics approach several of the genes analyzed were identified as NF-κB target genes (see Figure 2, details on the generation of the lists can be found in Additional file 1).

**Figure 2:**
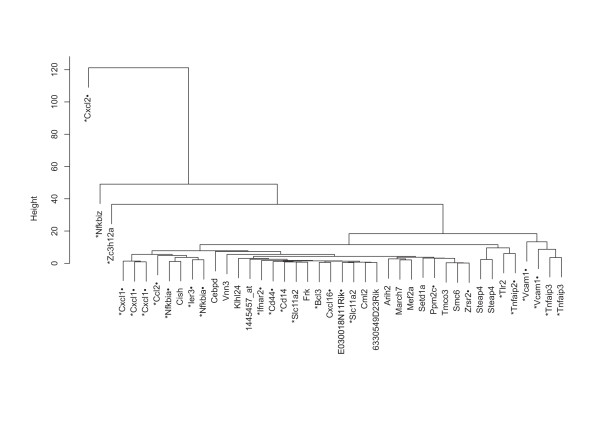
**Hierarchical clustering of 35 genes up-regulated by IL-17 in primary hepatocytes**. Two way rANOVA analyses were performed to identify genes up-regulated by IL-17. Genes with enhanced differential gene regulation between different cytokine stimulations were identified by filtering for a minimum SD >0.4. 42 out of the 92 probe sets identified by ANOVA remained and are presented in the dendrogram. NF-κB target genes are indicated by a star (*) for literature derived annotation or a dot (.) for bioinformatical annotation next to the gene symbol (for building the NF-κB lists refer to Additional file 1).

As depicted in Figure 2 three genes of the cluster, namely Cxcl2 (also termed as MIP-2), NFkbiz and Zc3h12a, possessed unique regulatory properties, while the majority exhibits more homogeneously regulated expression profiles. 

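Cxcl2, a chemokine for neutrophils (probe set 1449984_at), rose by 6.71 (SE 0.50, adjusted p = 2.3e-09) at 1 h and 3.80 (SE 0.50, adjusted p = 1.6e-05) at 4 h on the log2 scale with IL-1β, and by 5.12 (SE 0.50, adjusted p = 7.5e-07) and 2.63 (SE 0.50, adjusted p = 0.0039) with TNF-α. With IL-17 its change was 1.98 (SE 0.50, adjusted p = 0.21) at 1 h, which did not pass the test, and 2.30 (SE 0.50, adjusted p = 0.047) at 4 h. Nfkbiz, which encodes the nuclear IκB protein IκBζ (1417483_at), rose by 5.45 (SE 0.34, adjusted p = 1.5e-10) at 1 h and 2.04 (SE 0.34, adjusted p = 3.9e-04) at 4 h with IL-1β and by 2.15 (SE 0.34, adjusted p = 7.5e-04) at 1 h with TNF-α, and was at 0.35 (SE 0.34, adjusted p = 0.67) with TNF-α at 4 h. Zc3h12a, an RNase that degrades mRNAs of inflammatory mediators (1427348_at), rose by 3.52 (SE 0.28, adjusted p = 4.1e-09) with IL-1β at 1 h and by 1.82 (SE 0.28, adjusted p = 4.4e-04) and 1.08 (SE 0.28, adjusted p = 0.035) with TNF-α at 1 h and 4 h. In every series Cxcl2 at 1 h was higher with TNF-α than untreated (3.85 to 6.74). The fall of the IL-1β effect from 1 h to 4 h passed the test for Cxcl2 (-2.91, SE 0.71, adjusted p = 0.043) and for Nfkbiz (-3.40, SE 0.48, adjusted p = 3.3e-04), and the difference for Zc3h12a was 0.24 (SE 0.39, adjusted p = 0.99) (n = 3 cultures per group). With IL-17 at 4 h, Cxcl2 did not pass without series 1, without series 3, without the series block or after quantile normalization, and with TNF-α at 4 h it did not pass in the first 3 of these. Zc3h12a with TNF-α at 4 h did not pass without any 1 of the series, without the block or after quantile normalization, and Nfkbiz with TNF-α at 1 h did not pass without series 1.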

The proinflammatory chemokine Cxcl2, which orchestrates neutrophil recruitment to inflammatory foci is known to be strongly induced by IL-1β [23] and to comprise a NF-κB binding site within its 5' regulatory region [24], but is only weakly up-regulated by IL-17 (1 h stimulation: 3.9 fold, 4 h: 4.9 fold upregulation). 

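With IL-17, Nfkbiz was 11.0-fold above untreated cells at 1 h (log2 3.46, SE 0.34, adjusted p = 4.6e-06) and 8.25-fold at 4 h (log2 3.04, SE 0.34, adjusted p = 1.4e-05), with log2 values in the 3 series from 2.71 to 4.26 and from 3.00 to 3.08. Zc3h12a was 6.43-fold above untreated cells at 1 h (log2 2.68, SE 0.28, adjusted p = 5.7e-06) and 15.3-fold at 4 h (log2 3.93, SE 0.28, adjusted p = 4.0e-09). Both genes held these calls in every alternative run. With IL-1β at 4 h, Zc3h12a rose 13.5-fold (log2 3.76, SE 0.28, adjusted p = 3.6e-09, n = 3 cultures per group). The difference between IL-17 and IL-1β at 4 h was 0.18 (SE 0.28, adjusted p = 0.85) for Zc3h12a and 1.00 (SE 0.34, adjusted p = 0.21) for Nfkbiz. At 1 h IL-17 lay below IL-1β for Nfkbiz, with a difference of -1.99 (SE 0.34, adjusted p = 0.0016), while for Zc3h12a it was -0.83 (SE 0.28, adjusted p = 0.24). Across the array, limma called 17 probe sets higher and 103 lower with IL-17 than with IL-1β at 1 h, and 22 and 116 at 4 h. The totals at 1 h and 4 h were 52 and 17 without series 1, 36 and 41 without series 2, and 53 and 34 without the series block, and at 4 h another split of the labels called 135, against the true 138.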

Contrariwise, the immediate early gene Nfkbiz (IκBzeta), which is also known to be strongly induced by IL-1β [25] is also significantly upregulated by stimulation with IL-17 for 1 h (p = 1 h: 11.0 fold, 4 h: 8.3 fold), whereas Zc3h12a (= Monocyte chemotactic protein-1 induced protein, MCPIP-1) is strongly up-regulated by IL-17 and this even surmounts induction by IL-1β, when assessed after 4 h stimulation (1 h: 6.4 fold, 4 h: 15.3 fold). Accordingly, the genes Zc3h12a (p-value = 2.8E-7, ST q-value = 4.9E-5) and Nfkbiz (p-value = 3.6E-5, ST q-value = 2.2E-3) show the highest p-values for IL-17 dependent gene expression in the rANOVA. 

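Ranked by the p of the comparison of IL-17 with untreated cells over both times, Zc3h12a stood at rank 1 (log2 fold change 3.31, SE 0.20, unadjusted p = 5.6e-15, adjusted p = 8.3e-11 by limma) and 2 probe sets of Nfkbiz stood at ranks 2 and 3 (3.25 and 2.91, adjusted p = 6.1e-09 and 1.3e-08). Steap4, a metalloreductase of iron and copper, stood at ranks 4 and 6, at 1.53 (SE 0.15, adjusted p = 6.3e-07) and 1.38 (SE 0.15, adjusted p = 8.6e-06), Ccl7 at rank 5, Ccl2 at rank 7, and probe sets of Cxcl1 stood at ranks 8 to 10.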

Nfkbiz is a well known IL-17 target gene [12,26], whereas Zc3h12a has not yet been described as IL-17 dependent gene, but as NF-κB regulated [27]. Interestingly, both genes also display properties of a transcription factor [28-30].

When analyzing the remaining genes three subgroups can be distinguished from which two of them contain genes characterized in literature as immediately early genes (IEG) [31,32]. These genes are considered to require no *de novo *protein synthesis for upregulation of expression [33], presumably due to the regulation of preexisting transcription factors [33,34] and alleviated chromosomal accessibility [35]. The first group consists of the chemokines Cxcl1, Ccl2 as well as the transcription factors/inhibitors Nfkbia (IκBα), Cish and Ier3. 

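Cxcl1, a chemokine for neutrophils (1457644_s_at), rose with IL-17 by 2.01 (SE 0.34, adjusted p = 0.011) at 1 h and 1.77 (SE 0.34, adjusted p = 0.023) at 4 h on the log2 scale. Ccl2, a chemokine for monocytes (1420380_at), rose by 1.26 (SE 0.22, adjusted p = 0.011) and 1.46 (SE 0.22, adjusted p = 8.0e-04). Nfkbia, the inhibitor IκBα (1448306_at), was at 0.75 (SE 0.21, adjusted p = 0.28) at 1 h and 0.55 (SE 0.21, adjusted p = 0.54) at 4 h, neither past the test, and rose by 0.65 (SE 0.15, adjusted p = 0.037) over both times. Over both times Cish, a feedback inhibitor of cytokine receptors (1448724_at), was at 0.59 (SE 0.14, adjusted p = 0.055) and the stress-response gene Ier3 (1419647_a_at) at 0.70 (SE 0.18, adjusted p = 0.071), and neither passed. With IL-1β the same genes rose at 1 h by 2.57 (SE 0.21, adjusted p = 7.1e-09) for Nfkbia, 1.90 (SE 0.20, adjusted p = 8.3e-07) for Cish and 2.71 (SE 0.25, adjusted p = 8.8e-08) for Ier3 (n = 3 cultures per group). The change from 1 h to 4 h under IL-1β was -1.85 (SE 0.29, adjusted p = 7.2e-04) for Cish and -2.34 (SE 0.36, adjusted p = 6.2e-04) for Ier3, and both fell past the test. At 1 h the IL-17 calls of Cxcl1 and Ccl2 ended without series 1, without series 2 or without the series block, and at 4 h that of Ccl2 ended without series 1 or the block and that of Cxcl1 without series 1, series 2 or the block. The call of Nfkbia over both times ended without series 2, without series 3 or without the block, while Cish passed after quantile normalization and Ier3 after quantile normalization or with the brightest sixth of probe sets.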

Except for Cish, a transcription factor belonging to the SOCS-family, all genes are known and predicted as NF-κB driven genes, suggesting that NF-κB is the major transcriptional regulator of this group. The second subgroup contains genes encoding for the adhesion molecule Vcam1 and the NF-κB inhibitor Tnfaip3 (A20), which are also thought to be NF-κB target genes. 

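Vcam1, an adhesion molecule that binds leukocyte integrins (1448162_at), was at 0.96 (SE 0.23, adjusted p = 0.052) with IL-17 over both times and did not pass the test. It rose by 3.85 (SE 0.23, adjusted p = 6.0e-11) with IL-1β, 3.50 (SE 0.23, adjusted p = 1.0e-09) with TNF-α and 2.96 (SE 0.23, adjusted p = 3.3e-09) with TNF-α/IL-17 (n = 6 arrays per group). Tnfaip3, the ubiquitin-editing enzyme A20 (1450829_at), rose with IL-17 by 1.02 (SE 0.17, adjusted p = 0.0030), against 2.45 (SE 0.17, adjusted p = 3.4e-10) with IL-1β and 2.24 (SE 0.17, adjusted p = 4.7e-09) with TNF-α. The difference between IL-17 and TNF-α at 4 h passed the test for Vcam1 (-2.99, SE 0.33, adjusted p = 8.9e-06) and was -0.37 (SE 0.24, adjusted p = 1.00) for Tnfaip3. Vcam1 passed for IL-17 without series 1 or with the brightest sixth of probe sets, and Tnfaip3 did not pass without series 3, without the series block or with all probe sets tested.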

Notably, IκBα and A20 are important negative feedback regulators of NF-κB signaling and are crucial for damping the proinflammatory activity. Except of Ccl2 all genes in these two groups contain AREs. 

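Tlr2 (1419132_at) rose with IL-17 by 0.90 (SE 0.17, adjusted p = 0.012) over both times. Tnfaip2, a TNF-α-inducible gene also called B94 (1438855_x_at), was at 0.75 (SE 0.26, adjusted p = 0.21) and did not pass. Steap4 (1460197_a_at) was at 0.63 (SE 0.21, adjusted p = 0.35) at 1 h and rose by 2.43 (SE 0.21, adjusted p = 1.2e-07) at 4 h (n = 3 cultures per group), and the difference between the times passed the test (1.80, SE 0.29, adjusted p = 0.033), the only 1 of 15033 probe sets to do so for IL-17. That difference did not pass without any 1 of the series, without the series block or with all probe sets tested. At 4 h IL-1β raised Tlr2 by 2.98 (SE 0.24, adjusted p = 1.4e-08) and Tnfaip2 by 2.52 (SE 0.37, adjusted p = 6.6e-05), and TNF-α raised them by 2.69 (SE 0.24, adjusted p = 3.0e-07) and 1.83 (SE 0.37, adjusted p = 0.0058). The IL-17 call of Tlr2 ended without series 2, without the series block or with all probe sets tested, and the TNF-α call of Tnfaip2 ended without series 1, without series 2 or with all probe sets tested. Simulated interactions of IL-17 with time were found in 8 of 50 probe sets at 1.5-fold and in 33 of 50 at 2-fold. That simulation called 141 probe sets in all, against 1 here, so these shares do not give the power of the real test.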

The third subgroup includes Tlr2, Tnfaip2 (B94), both known as NF-kB target genes, and Steap4.

To analyze if IL-17 up-regulated genes are regulated by RNA stability modulation via AREs in primary hepatocytes, the 42 probe sets were screened for presence of AREs using the ARES3 database [36]http://brp.kfshrc.edu.sa/ARED/ (see Figure 2). From these probes ten genes could be annotated as ARE comprising genes. Interestingly, Nfkbiz was not annotated by the database, but was experimentally shown to be regulated by RNA stabilization related to the 3'UTR [37]. However, AREs do not preferentially occur in the group of highly regulated IL-17 target genes, but rather seem to be a common feature within the gene sets up-regulated by IL-17, as a comparable fraction of ARE annotated genes was identified for all 92 probe sets (81 genes) by the rANOVA.

Besides its impact on transcript stability of those genes harbouring AREs within their non-coding regulatory regions, IL-17 may also be involved in an alternative mechanism by which RNA stability is controlled. Thus, studies suggest, that the transcript stability of IL-17 target genes, such as Nfkbiz and Cxcl1, is ARE-independently regulated by alternative regulatory sequences located in the 3'UTR of these genes [38,39]. This could be particularly due to marked IL-17-mediated upregulation of the RNase Zc3h12a, which was shown to be responsible for the RNA decay of a subset of proinflammatory mediators comprising genes such as IL-6 [40]. This participation in IL-6 regulation places Zc3h12a into a central role for liver regeneration and liver repair as IL-6 is of critical relevance for an undisturbed course of these processes.

The rANOVA also revealed 126 probe sets which were downregulated by IL-17 treatment. Here, most genes show weak expression changes when compared to control. 

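The probe sets that fell with IL-17 over both times were 35, from 28 genes. Dusp1, a phosphatase of MAP kinases, fell by 0.52 (SE 0.12, adjusted p = 0.047) on the log2 scale and Tsc22d3, the glucocorticoid-induced leucine zipper, by 0.53 (SE 0.11, adjusted p = 0.021), the 2 of 13 glucocorticoid-induced genes that passed (2 when adjusted over the list alone). At 4 h Leap2, which encodes an antimicrobial peptide made in the liver, fell by 1.23 (SE 0.21, adjusted p = 0.0059) and the phospholipid scramblase gene Plscr2 by 0.87 (SE 0.18, adjusted p = 0.038) (n = 3 cultures per group). In the study's own list of genes lowered by IL-17, 32 of 123 tested probe sets passed with limma and 122 when adjusted over the list alone; the list was chosen on these arrays, so that count is not independent evidence. For the list of genes raised by IL-17 the numbers were 37 of 89 tested and 89 adjusted over the list alone. Dusp1 did not keep its call without series 1, 2 or 3, without the block, after quantile normalization or with array medians set to 0 (0 immediate early genes lower in each). For Tsc22d3 at 4 h, the probe set 1425281_a_at was called (-0.84, SE 0.17, adjusted p = 0.038). That call ended without series 1, 2 or 3, without the block, with all probe sets tested and after quantile normalization. It also ended with 12 arrays and without the IL-17 culture of series 1. In the count with 1 probe set per gene, 1 of the 13 fell at 4 h with all arrays and after quantile normalization. With array medians set to 0, without the block or without any 1 of the series, 0 did. Over both times 1 of the 13 passed after each rescaling and without series 1 or series 2, and 0 without series 3 or the block. Leap2 did not pass without series 2, series 3 or the block or with all probe sets tested, and Plscr2 did not pass in any of these, without series 1, without the IL-17 culture of series 1 or with 12 arrays. Without the block the 12 probe sets called for IL-17 were all higher, and without series 3, 1 of the 17 called was lower.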

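Nlrp12, the gene called Nalp12 in the study, an inhibitor of inflammatory signalling in myeloid cells (1440921_at), fell with IL-17 over both times by 1.21 (SE 0.26, adjusted p = 0.025) on the log2 scale, with IL-1β by 1.84 (SE 0.26, adjusted p = 2.4e-05), with TNF-α by 1.84 (SE 0.26, adjusted p = 6.2e-05) and with TNF-α/IL-17 by 1.46 (SE 0.26, adjusted p = 8.4e-04). Ccn2, named Ctgf in the study and encoding a matricellular growth factor (1416953_at), fell with IL-17 by 0.58 (SE 0.12, adjusted p = 0.025) over both times and at 4 h by 0.84 (SE 0.17, adjusted p = 0.038), against 1.19 (SE 0.17, adjusted p = 6.6e-05) with IL-1β and 1.18 (SE 0.17, adjusted p = 9.2e-05) with TNF-α/IL-17 at 4 h. Dusp22, a dual-specificity phosphatase (1448985_at), was at -0.24 (SE 0.076, adjusted p = 0.17) with IL-17 and between -0.10 and -0.0087 with the other treatments, and passed in none of these (n = 6 arrays per group over both times). Without series 1 or without series 3 Nlrp12 did not pass for IL-17, and Ccn2 did not pass without series 2 or series 3. Neither passed without the series block or with all probe sets tested, and without the block the calls of Nlrp12 for the other treatments ended too. Without series 1, Dusp22 passed.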

When applying the SD >0.4 filter only 17 genes remained, including Nalp12, a gene suppressing inflammatory responses in monocytes, Dusp22, which enhances IL-6 induced STAT3 dependent transcription, when downregulated [41], and connective tissue growth factor (Ctgf), which inhibits adipocyte differentiation [42]. The observed downregulation of immunosuppressive genes is in accordance with the primarily proinflammatory function of IL-17. When annotating the genes for NF-κB TFBS, a lower number of NF-κB target genes (10.3% (Fisher's Exact Test: p-value = 0.88)) were detected compared to the fraction of the up-regulated genes (29.1% (Fisher's Exact Test: p-value = 0.000013)) (based on the bioinformatical promoter analysis approach, described in Methods). Using the literature based list only 2% of the downregulated cluster compared to 23% of the up-regulated genes were annotated to contain NF-κB TFBS (Data in Additional file 2, Table S2). Promoter analysis revealed overrepresentation for 3 NF-κB related PFMs (V$NFKB65_01, p-Value > 7.88E-05, V$NFKB_Q6 p-value > 0.0006, MA0107, p-value > 0.001) and for an AP1 PFM (MA0003, p-value > 0.004).

### IL-17 induced genes in relation to the cytokines TNF-α and IL-1β

In order to gain an overview on gene expression in primary hepatocytes induced by the combination of TNF-α and IL-17 and to analyze possible relationships between TNF-α and IL-1β induced gene expression, treatment effect of the single cytokines and the combination of TNF-α/IL-17 was studied. In the following at first genes up-regulated by IL-17 are compared with that ones induced by the combination of IL-17/TNF-α and subsequently subgroups with genes up-regulated by various stimuli.

#### IL-17 induced genes in relation to IL-17/TNF-α

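Of the 53 probe sets (40 genes) raised by IL-17 over both times, 48 were also raised by TNF-α/IL-17, 52 by IL-1β and 45 by TNF-α. At 1 h, 29 of the 53 were higher with TNF-α/IL-17 than with IL-17, 9 of them past the test and 0 called lower, and the median difference was 0.051 on the log2 scale. At 4 h, 48 of the 53 were higher, 10 past the test and 0 called lower, with a median difference of 0.53, a ratio of 1.45. Of the 89 tested probe sets that the study lists as raised by IL-17 (Table S2), 41 were higher with TNF-α/IL-17 than with IL-17 at 1 h and 68 at 4 h, 9 and 11 of them past the test. Over all probe sets, 30 (18 genes) were higher and 0 lower with the combination than with IL-17 at 1 h, and 51 (35 genes) were higher and 10 (8 genes) lower at 4 h (limma, n = 3 cultures per group). Cxcl2 showed the largest of these differences at both times, 3.78 (SE 0.50, adjusted p = 2.8e-04) at 1 h and 2.81 (SE 0.50, adjusted p = 0.0052) at 4 h, followed at 1 h by Ccl20 (3.35), Tnfaip3 (2.08) and Irf1 (1.85) and at 4 h by Vcam1 (2.15), Tlr2 (1.91) and Tnfaip2 (1.83). Irs1, an adaptor of the insulin receptor, was lower with the combination at 4 h (-1.19, SE 0.22, adjusted p = 0.0080). Of 12 chemokines, 2 were higher with the combination than with IL-17 at each time (6 when adjusted over the list alone), and of 17 NF-κB regulators 3 at 1 h and 4 at 4 h (7 and 10 over the list alone). Against TNF-α alone, 2 probe sets of Nfkbiz were higher with the combination at 1 h, and 33 (24 genes) were higher and 10 (8 genes) lower at 4 h. In the comparison with TNF-α at 4 h, Zc3h12a was higher by 3.97 (SE 0.28, adjusted p = 3.3e-09) and Cebpd, a C/EBP transcription factor, by 3.44 (SE 0.29, adjusted p = 1.1e-07), while Cxcl10 was lower (-1.86, SE 0.38, adjusted p = 0.026). At an unadjusted p under 0.05, 138 probe sets were lower with the combination than with IL-17 at 1 h, and 157 lower than with TNF-α. Against IL-17, leaving out series 1 left 9 probe sets at 1 h and 0 at 4 h; without the block the counts were 16 and 7. Against TNF-α at 4 h, 18 passed without series 1, 26 without series 2, 17 without series 3 and 10 without the block. The study's own list of 57 probe sets raised by the combination holds only those raised over 2-fold. Of these, 54 of 56 tested passed over both times and 56 adjusted over the list alone, on the arrays from which the list was chosen.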

Direct comparison between the set of genes induced by IL-17 with that one up-regulated by the combination of IL-17/TNF-α, identifies similar gene-sets, while the cytokine-combination induces the majority to a higher degree (see Additional file 3, Table S3). To identify synergistically induced genes, the cooperative index as described by [13] was calculated. 

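At 1 h, TNF-α/IL-17 raised Nfkbiz 27.5-fold, TNF-α 4.45-fold and IL-17 11.0-fold. Cxcl2 rose 54.0-fold with the combination at 1 h and 34.5-fold at 4 h, against 34.8-fold and 6.19-fold with TNF-α. The fold of the combination, divided by the sum of the folds of TNF-α and IL-17, was 1.78 for Nfkbiz and 1.39 for Cxcl2 at 1 h, and 3.11 for Cxcl2, 1.91 for Zc3h12a and 1.37 for Steap4 (1460197_a_at) at 4 h. Subtracted instead of divided, the excess of the combination was 12.1 for Nfkbiz and 15.3 for Cxcl2 at 1 h, and 23.4 for Cxcl2, 15.7 for Zc3h12a and 2.91 for Steap4 at 4 h. Among the 92 and 389 probe sets raised by the combination at 1 h and 4 h, the ratio reached 2 in 0 probe sets at 1 h and 2 at 4 h, and the difference reached 2 in 3 probe sets of 2 genes at 1 h (Cxcl2 and Nfkbiz) and 7 of 6 genes at 4 h (Ccl20, Ccl7, Cxcl2, Cxcl3, Steap4 and Zc3h12a). Set against the sum of the 2 single effects in each series, the combination was higher by 0.94 (SE 0.27) for Nfkbiz and 0.52 (SE 0.20) for Cxcl2 on the log2 scale at 1 h, and at 4 h by 1.77 (SE 0.25) for Cxcl2, 1.02 (SE 0.26) for Zc3h12a and 0.65 (SE 0.20) for Steap4, above 0 in each of the 3 series (n = 3). None passed after adjustment over the probe sets tested. Nfkbiz at 4 h was at 0.20 (SE 0.24) and Zc3h12a at 1 h at -0.052 (SE 0.26).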

Among all significantly up-regulated genes, only Nfkbiz and Cxcl2 genes turned out to be synergistically induced after 1 h, and three genes (Cxcl2, Zc3h12a and Steap4) after 4 h (Additional file 4, Table S4). Additionally, Gm1960 which encodes for Cxcl3, a chemokine similar to Cxcl2, was also detected to be synergistically up-regulated at 4 h [43]. This small number of genes indicates, that in the case of TNF-α and IL-17 synergistic induction may not play a prominent role in gene expression in primary hepatocytes. This differs from those data reported for synoviocytes isolated from patients with rheumatoid arthritis where in total 130 genes were detected to be synergistically regulated after 12 h of stimulation [13].

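Cxcl3, a chemokine for neutrophils, rose 39.2-fold with TNF-α/IL-17 at 4 h, against 6.24-fold with TNF-α and 8.11-fold with IL-17, a ratio to their sum of 2.73 and a difference of 24.9. In the 3 series the combination lay above the sum of the single effects by 0.85 to 2.14 on the log2 scale, with a mean of 1.53 (SE 0.26, unadjusted p = 0.0011, adjusted p = 0.82 by limma on 3 series). Its excess at 1 h was 0.41 (SE 0.22). The 4 h change with IL-17 alone was 3.02 (SE 0.58, adjusted p = 0.023), a call that ended without series 3, without the series block or with all probe sets tested, and TNF-α raised Cxcl3 by 2.64 (SE 0.58, adjusted p = 0.012), a call that ended in the same fits.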

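No probe set exceeded the sum of the single effects of TNF-α and IL-17 after adjustment: limma called 0 of 14910 probe sets at 1 h and 0 of 14947 at 4 h, with 451 above and 212 below at an unadjusted p under 0.05 at 1 h and 248 above and 507 below at 4 h. A test of the interaction on the log2 scale, in which the product of the single folds is the expectation, called 0 at each time and 984 and 708 unadjusted. Some genes lay above the sum at 4 h without passing, Hamp at 1.33 (SE 0.23), Saa3 at 1.28 (SE 0.26), Vnn3, a pantetheinase, at 1.24 (SE 0.23) and Cebpd at 0.82 (SE 0.23). Saa1, at 0.047 (SE 0.21), and Socs3, at -0.052 (SE 0.24), lay near the sum. Other genes lay below the sum: Cxcl10 by 1.83 (SE 0.24), Nfkbie (1458299_s_at) by 1.06 (SE 0.16) and Vcam1 (1448162_at) by 0.92 (SE 0.21). In simulated series an excess of 1.5-fold at 4 h was found in 0 of 50 probe sets, of 2-fold in 3 of 49 and of 4-fold in 49 of 50, and none between 2-fold and 4-fold or at 1 h was simulated. The simulation called 105 probe sets in all, against 0 here, so these shares do not give the power of the real test. Without series 1 the same test called 405 probe sets at 1 h and 54 at 4 h, and without series 2 it called 63 at 4 h.

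**Figure D2:**
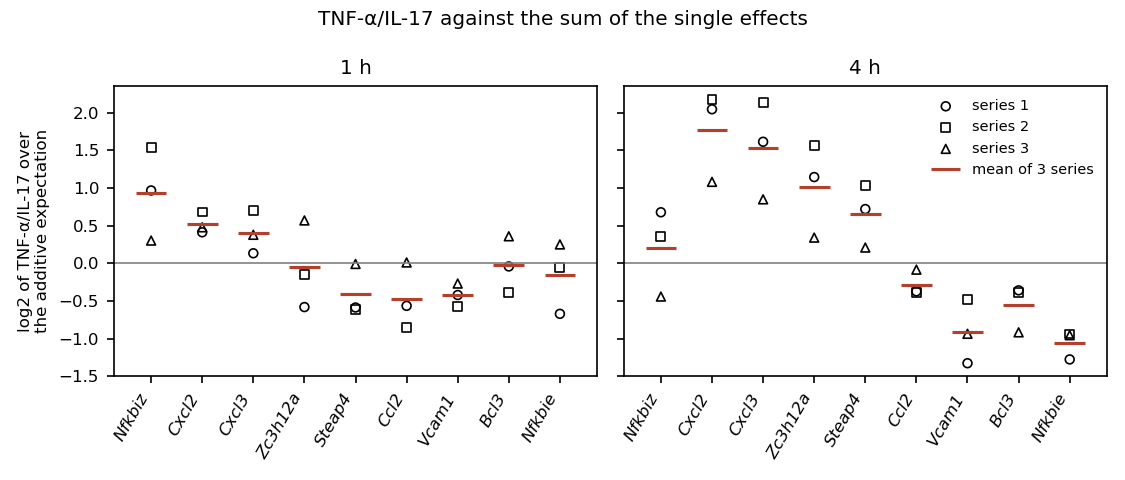
Log2 of the fold of TNF-α/IL-17 over the sum of the single effects of TNF-α and IL-17 for 9 genes at 1 h and at 4 h; circle, square and triangle are the 3 series and the line is their mean, with 0 where the single effects add up. Cxcl2 at 4 h lies between 1.08 and 2.18, and Vcam1 and Nfkbie at 4 h lie below 0.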

#### Genes significantly up-regulated by IL-1β, TNF-α, IL-17 and IL-17/TNF-α

41 genes (48 probe sets) were identified to be up-regulated by all stimuli representing a gene group which is commonly up-regulated in hepatocytes in different inflammatory responses. Accordingly, GO analysis revealed "inflammatory response" as overrepresented term with a p-value < 10-6 (Additional file 5, Table S5) and 53% of the genes were confirmed or predicted as NF-κB target genes (Table 1). 

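IL-1β, TNF-α, IL-17 and TNF-α/IL-17 each raised 42 probe sets in common (32 genes) over both times. Hmox1, the haem-degrading enzyme, was among them at 1.24 (SE 0.13, adjusted p = 5.1e-07), 1.17 (SE 0.13, adjusted p = 3.7e-06), 0.74 (SE 0.13, adjusted p = 0.0072) and 1.05 (SE 0.13, adjusted p = 1.1e-05) in that order, and so was Ccl2 at 1.90 (SE 0.15, adjusted p = 4.0e-09), 1.91 (SE 0.15, adjusted p = 7.8e-09), 1.36 (SE 0.15, adjusted p = 8.6e-06) and 2.02 (SE 0.15, adjusted p = 1.8e-09) (n = 6 arrays per group). The shared probe sets also held the chemokines Ccl7, Ccl20, Cxcl1, Cxcl2 and Cxcl3, the adhesion molecules Icam1 and Cd44, the receptors Tlr2 and Cd14 and the NF-κB regulators Nfkbiz, Nfkbia, Tnfaip3 and Bcl3. Every pair of treatments shared more raised probe sets than lists drawn independently would: TNF-α and TNF-α/IL-17 shared 267 (15.3 for independent lists), IL-1β and TNF-α 554 (112), IL-1β and TNF-α/IL-17 376 (73.1), IL-17 and TNF-α/IL-17 48 (1.36), IL-17 and IL-1β 52 (10.0) and IL-17 and TNF-α 45 (2.10). For lowered probe sets the numbers were 84 (1.68), 137 (7.13), 131 (6.87), 28 (0.363), 35 (1.54) and 32 (0.377) in the same order. Simulated groups with no effect that shared the untreated arrays had 0 calls in common. Such groups hold few calls to share, so this value cannot show what shared controls add. All treatments are set against the same 6 untreated arrays, so the overlaps are not free of what the shared controls add. Overlaps between calls at 1 h and calls at 4 h, which rest on separate untreated arrays, were not counted. Of 10 genes of iron handling, the group of Hmox1 and Steap4, IL-17 raised 3 (3 when adjusted over the list alone), and 1 without series 2 or series 3.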

The importance of NF-κB is underlined by the fact that the most significantly up-regulated TFBS are assigned to position frequency matrices of different NF-κB subunits or heterodimers (Additional file 6, Table S6).

To get a more clearly structured picture probe sets were filtered for SD >0.4 and subjected to hierarchical clustering. Expression ratios are presented as heat map (see Figure 3). Interestingly, several genes up-regulated by IL-1β at 4 h showed a similar expression as genes induced by TNF-α/IL-17 at 4 h (see also Additional file 3, S3). This correlation was not observed for genes already up-regulated after 1 h of IL-1β treatment. 

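Il1rn, Ccl7, Steap4 and Cebpd rose at 4 h both in cells given IL-1β and in cells given TNF-α/IL-17. On the log2 scale Il1rn, the IL-1 receptor antagonist, rose by 3.51 (SE 0.34, adjusted p = 2.8e-07) and 3.06 (SE 0.34, adjusted p = 2.2e-06), Ccl7 by 2.69 (SE 0.25, adjusted p = 1.5e-07) and 3.34 (SE 0.25, adjusted p = 5.0e-09), Steap4 (1460197_a_at) by 3.40 (SE 0.21, adjusted p = 1.5e-10) and 3.43 (SE 0.21, adjusted p = 6.1e-11), and Cebpd by 2.07 (SE 0.29, adjusted p = 4.5e-05) and 2.59 (SE 0.29, adjusted p = 2.2e-06) (n = 3 cultures per group). In the direct comparison of TNF-α/IL-17 with IL-1β at 4 h, limma called 0 probe sets, against 1016 at an unadjusted p under 0.05, and the smallest adjusted p was 0.0737. The differences were 1.29 (SE 0.28) for Zc3h12a, 1.25 (SE 0.34) for Nfkbiz, 1.31 (SE 0.50) for Cxcl2 and -0.65 (SE 0.68) for Ccl20. The median fold of the 42 probe sets raised by all treatments was 2.55 with IL-1β and 3.12 with TNF-α/IL-17 at 4 h, and the combination lay above IL-17 alone in 41 of the 42, past the test in 10.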

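At 1 h IL-1β raised Cxcl2, Nfkbiz, Tnfaip3 and Zc3h12a, and so did TNF-α/IL-17, by 5.75 (SE 0.50, adjusted p = 8.7e-08), 4.78 (SE 0.34, adjusted p = 4.4e-09), 2.85 (SE 0.24, adjusted p = 8.1e-08) and 3.11 (SE 0.28, adjusted p = 1.2e-07) (n = 3 cultures per group). Over the 42 probe sets raised by all treatments, the correlation of the log2 fold changes with those of IL-1β at 1 h was 0.946 for TNF-α (SD between series 0.0823), 0.75 for IL-17 (SD 0.347) and 0.982 for TNF-α/IL-17 (SD 0.0431). In simulated groups with no effect that shared the untreated arrays it was 0.479, and IL-17 in series 2 alone, at 0.230, lay below that. Between TNF-α/IL-17 and IL-1β at 1 h limma called 0 probe sets, 1373 passed at an unadjusted p under 0.05, the smallest adjusted p was 0.306, and 1 passed without series 3.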

To evaluate if IL-17 in addition to TNF-α will cause a shift towards a more "IL-1β like" gene expression, the Pearson correlation coefficient was calculated between IL-1β (4 h) and TNF-α (4 h) or the combination of TNF-α/IL-17 (4 h), respectively (based on the fold induction ratios of the 48 probe sets) [44]. A coefficient of 0.69 was calculated for TNF-α versus IL-1β and increased to 0.92 by costimulation with IL-17/TNF-α (see Additional file 7, Figure S1). 

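Over the 42 probe sets (32 genes, 29 of the probe sets also in the study's list of IL-17 genes) raised by all treatments, the log2 fold changes at 4 h correlated with those of IL-1β at r = 0.75 for TNF-α, 0.822 for IL-17 and 0.922 for TNF-α/IL-17, with SDs between the 3 series of 0.031, 0.049 and 0.068. Chemokines lead this set, and the highest fold of the combination in it was 60.1. The correlation runs across genes, which are not independent replicates, and 3 sets of probe sets were correlated for 3 treatments at 2 times. All values share the untreated arrays: in simulated groups with no effect the correlation was 0.512, and the covariance was 0.0475 against observed covariances of 0.825, 0.971 and 1.70. For TNF-α the Spearman correlation was 0.518, and over the probe sets of the study's own list r was 0.642.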

IL-17 alone was not sufficient for the increased correlation observed (see Additional file 7, Figure S1B). 

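Over all 15033 probe sets tested, from metabolic enzymes to chemokines, the log2 fold changes at 4 h correlated with those of IL-1β at r = 0.767 for TNF-α, 0.717 for IL-17 and 0.818 for TNF-α/IL-17, with SDs between the series of 0.081, 0.204 and 0.014. In the single series the combination gave 0.729, 0.729 and 0.706, all below 0.818. The SD of 0.014 is therefore not the uncertainty of 0.818. The covariances were 0.0688, 0.0523 and 0.0860, and in simulated groups with no effect against the same untreated arrays the covariance was 0.0159 and the correlation 0.500. At 1 h the correlations were 0.844, 0.703 and 0.795. Of the genes called for IL-1β at 4 h, 1475 probe sets, the correlations at 4 h were 0.857, 0.829 and 0.922.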

Interestingly, when all probe sets of the chip were taken into account a slightly lower coefficient of 0.79 was obtained between IL-1β and IL-17/TNF-α (see Additional File 7, Figure S3). Thus, it can be assumed that in the presence of IL-17 a subset of genes up-regulated by TNF-α may shift the expression profile towards "IL-1β like" properties [17]. This shift seems to be rather due to additional than synergistical effects.

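IL-17 added to the response to TNF-α at 4 h in genes that IL-1β also raised. Cxcl3 was higher with TNF-α/IL-17 than with TNF-α by 2.65 (SE 0.58, adjusted p = 0.045), Nfkbiz by 2.94 (SE 0.34, adjusted p = 1.2e-05), Cxcl2 by 2.48 (SE 0.50, adjusted p = 0.021), Hamp, the iron-regulating hormone hepcidin, by 2.14 (SE 0.32, adjusted p = 6.1e-04), Vnn3 by 2.15 (SE 0.24, adjusted p = 7.6e-06) and Steap4 by 2.11 (SE 0.21, adjusted p = 1.0e-06) (n = 3 cultures per group). This difference uses neither the untreated nor the IL-1β arrays. Over the 1475 probe sets called for IL-1β at 4 h it correlated with the IL-1β effect at r = 0.467 (SD between series 0.179, lowest series 0.188, Spearman 0.286), over the 42 raised by all treatments at 0.668 (Spearman 0.748), and over all 15033 probe sets at 0.259 (SD 0.108, Spearman 0.086). At 1 h the same correlations were 0.166, 0.580 and -0.130, with Spearman coefficients of -0.248, 0.466 and -0.299. Over the 1475 the sign at 1 h thus turned by ranks. Ccl20, with 1.12 (SE 0.68, adjusted p = 1.00), did not pass in this comparison, and Nfkbie was lower with the combination than with TNF-α (-0.98, SE 0.21, adjusted p = 0.040). From the rise of the coefficient between IL-1β and TNF-α to that between IL-1β and TNF-α/IL-17 (Additional file 7, Figure S1), the paper proposes that IL-17 shifts the profile of a subset of the genes raised by TNF-α towards that of IL-1β. The paper also proposes that this shift comes from effects that add up rather than from synergy.

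**Figure D3:**
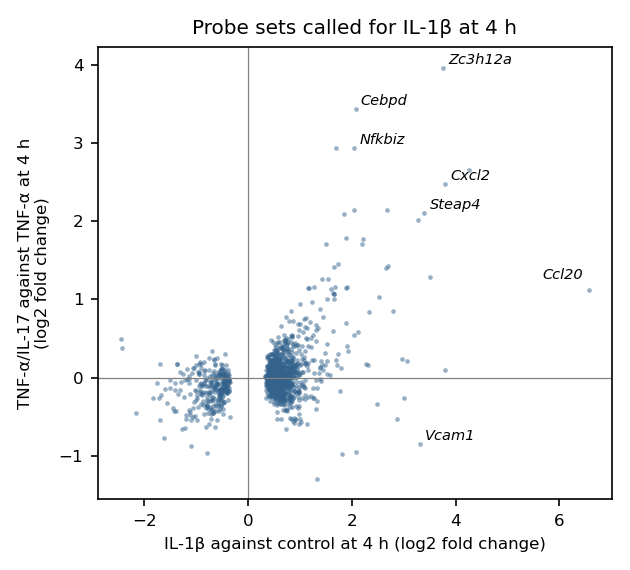
Each point is 1 of the 1475 probe sets called for IL-1β at 4 h; the horizontal axis is its log2 fold change with IL-1β against untreated cells at 4 h and the vertical axis its log2 difference between TNF-α/IL-17 and TNF-α at 4 h. Zc3h12a, Cebpd, Nfkbiz, Cxcl2 and Steap4 lie high on the vertical axis, and r over the points is 0.467 (Spearman 0.286).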

**Figure 3:**
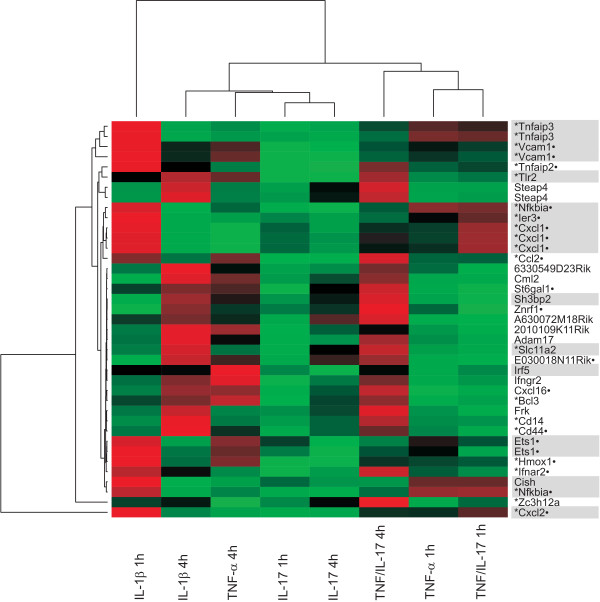
**Two dimensional clustering of transcripts up-regulated by IL-1β, TNF-α, IL-17 and the combination of TNF-α/IL17 ("all up"), filtered SD >0.4**. Genes are mainly distinguishable whether they are up-regulated at an early (1 h) or at a late time point (4 h). Note that genes up-regulated after 4 h of IL-1β stimulation are generally also up-regulated at 4 h stimulation with TNF-α/IL-17. Transcripts containing ARE sites are highlighted in grey.

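Among the genes named for early and delayed responses, Tnfaip3 (1450829_at) and Ier3 were called at 1 h and were lower at 4 h than at 1 h with IL-1β, and Steap4, Cd14 and Cd44 were higher at 4 h. The IL-1β effect at 4 h minus that at 1 h was -2.49 (SE 0.34, adjusted p = 2.6e-04) for Tnfaip3, -1.93 (SE 0.28, adjusted p = 3.3e-04) for the transcription factor Irf1 and -1.88 (SE 0.30, adjusted p = 7.2e-04) for Nfkbia on the log2 scale. It was 2.54 (SE 0.29, adjusted p = 7.5e-05) for Steap4, 1.52 (SE 0.21, adjusted p = 2.2e-04) for Cd14, 1.13 (SE 0.24, adjusted p = 0.014) for Cd44, 2.30 (SE 0.35, adjusted p = 6.2e-04) for the kinase Ikbke and 2.88 (SE 0.45, adjusted p = 7.2e-04) for Hamp (n = 3 cultures per group). At 1 h Cd14 was at 0.37 (SE 0.15, adjusted p = 0.14) and Cd44 rose by 0.60 (SE 0.17, adjusted p = 0.040). At 4 h Cd14 rose by 1.89 (SE 0.15, adjusted p = 5.3e-09) and Cd44 by 1.73 (SE 0.17, adjusted p = 2.0e-07). Of the 42 probe sets raised by all treatments, the IL-1β effect was higher at 1 h in 7 and at 4 h in 7 past the test of the difference, and 11 of 17 immediate early genes rose with IL-1β at 1 h and 0 at 4 h by limma, with 2 higher and 1 lower at an unadjusted p under 0.05. Of the 17 immediate early genes, 9, 7 and 10 rose with IL-1β at 1 h without series 1, 2 and 3, and 6 without the block. Over all probe sets the difference between times passed for 62 higher at 4 h and 72 higher at 1 h with IL-1β. The call of Cd44 at 1 h ended without series 1, series 2 or the series block, the 4 h calls of Cd14 and Cd44 ended without the block, and without series 1 the difference between times passed for 14 probe sets.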

Looking for common features within the subset of these 48 genes two groups can be distinguished: Immediate early type genes displaying characteristic high expression values for IL-1β 1 h data points (e.g. Cxcl2, Tnfaip3, Ier3) and delayed genes (e.g. Cd14, Cd44, Steap4), which are up-regulated just after 4 h of IL-1β stimulation.

Interestingly, Zc3h12a was markedly up-regulated (>30 fold after 4 h TNF-α/IL-17 stimulation), whereas Zfp36 encoding for tristetraprolin, one of the best understood RNA stability modulating factors in liver and a close family member to Zc3h12a, was only weakly induced (<2 fold for all stimulations). 

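Zc3h12a rose 33.1-fold with TNF-α/IL-17 at 4 h (log2 5.05, SE 0.28, adjusted p = 1.5e-11) and its effect was above that at 1 h by 1.94 (SE 0.39, adjusted p = 0.022). Zfp36, which encodes the mRNA-destabilising protein tristetraprolin (1452519_a_at), rose by 0.92 (SE 0.19, adjusted p = 0.0062) with IL-1β at 1 h. It was at 0.63 (SE 0.19, adjusted p = 0.17) with TNF-α, 0.48 (SE 0.19, adjusted p = 0.50) with TNF-α/IL-17 and 0.046 (SE 0.19, adjusted p = 0.96) with IL-17 at 1 h, and between -0.23 and -0.046 at 4 h, none of these past the test. Of 15 RNA-binding proteins and RNases that control mRNA stability, 9 rose with IL-1β over both times, 3 with TNF-α and 1, Zc3h12a, with IL-17 and with TNF-α/IL-17, by the probe set with the highest mean of each gene (10, 3, 1 and 1 when adjusted over the list alone). By the probe set with the smallest p the numbers were 10, 3, 2 and 2, and the 2 with IL-17 and with TNF-α/IL-17 were Zc3h12a and Zfp36l1. The IL-1β group held Khsrp, a decay-promoting protein (0.97, SE 0.29, adjusted p = 0.018), and the tristetraprolin relative Zfp36l1 (0.51, SE 0.11, adjusted p = 0.0024, n = 6 arrays per group). The call of Zfp36 ended without series 2 or with all probe sets tested. Without series 2, IL-1β raised 1 of the 15 genes and without series 3 it raised 3, and TNF-α raised 1 without any 1 of the series.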

In case of Zfp36 its degrading effects on RNA are well known [45-47] whereas this property has been reported for Zc3h12a only recently [40]. The fact, that Zfp36 and Zc3h12a belong to the same family and possess structural similarity, but have different target mRNAs shows that regulation of RNA stability occurs in a comprehensive network. It therefore can be speculated that Zc3h12a represents a mechanism for IL-17 mediated differential gene expression. Since these findings assume Zc3h12a to be of special interest in hepatocytes we performed a detailed qRT-PCR analysis of RNA induction by the different stimuli (see Additional file 8, Figure S4).

#### Genes significantly up-regulated by TNF-α/IL-17 and IL-1β stimulation, but not by IL-17 or TNF-α alone

When analyzing the group comprising genes up-regulated after stimulation by TNF-α/IL-17 and IL-1β (89 probe sets mapping to 77 genes) similarities with the subset of the 48 probe sets up-regulated by all stimuli (section above) were observed. The fold increases were only moderate for all genes, since most strongly up-regulated genes were located in the "up-regulated by all stimuli" subset. 

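A set of 104 probe sets (85 genes) rose with IL-1β and TNF-α/IL-17 over both times but was not called for TNF-α or IL-17. At 4 h its median fold was 1.59 with IL-1β and 1.56 with TNF-α/IL-17, the highest fold of the combination was 5.36, and 23 and 20 probe sets were over 2-fold. Dgat2, an enzyme of triglyceride synthesis, rose at 4 h by 1.52 (SE 0.15, adjusted p = 3.9e-07) and 1.41 (SE 0.15, adjusted p = 1.7e-06), and Slc39a14, a zinc and iron transporter, by 1.22 (SE 0.15, adjusted p = 9.5e-06) and 0.78 (SE 0.15, adjusted p = 0.0031) (n = 3 cultures per group). Not being called for TNF-α or IL-17 does not show a difference from them. TNF-α/IL-17 lay above IL-17 in 101 of the 104 at 4 h and passed the test in 10. The first count follows largely from the choice of the set, called for the combination and not for IL-17.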

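Over the 104 probe sets (6 of them in the study's list of IL-17 genes) that rose with IL-1β and TNF-α/IL-17 and were not called for the single cytokines, with Hamp, Vnn3 and Saa4 among them, the log2 fold changes at 4 h correlated with those of IL-1β at r = 0.205 for TNF-α, 0.623 for IL-17 and 0.920 for TNF-α/IL-17, with SDs between the series of 0.167, 0.164 and 0.095. The set was chosen for its calls with IL-1β and the combination, and a set chosen the other way, 285 probe sets (230 genes) called for TNF-α and IL-1β but not for the combination, gave 0.590 for TNF-α and 0.729 for TNF-α/IL-17. The covariances were 0.0214, 0.0801 and 0.210, against 0.0183 in simulated groups with no effect, whose correlation was 0.495. In series 2 alone r was 0.441 for IL-17 and 0.736 for the combination, and in series 3 alone it was 0.457 for TNF-α.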

Again, the Pearson correlation coefficient was calculated for these probe sets and a coefficient of 0.27 was obtained for the 4 h stimulated probe sets (IL-1β versus TNF-α), which increased, as expected, to 0.92 when IL-1β was correlated versus IL-17/TNF-α (see Additional file 7, Figure S2). Hence, the hypothesis of the "IL-1β like effect" for TNF-α combined with IL-17 might also be applied for this gene group. It seems that the underlying mechanism needs some time to fully modulate gene expression, since the correlation after 1 h of stimulation was significantly lower (0.61, IL-1β versus IL-17/TNF-α, data not shown).

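At 1 h the correlation with IL-1β over the same 104 probe sets was 0.706 for TNF-α (SD between series 0.207), 0.397 for IL-17 (SD 0.282) and 0.816 for TNF-α/IL-17 (SD 0.221), against 0.520 in simulated groups with no effect that shared the untreated arrays. In series 2 alone the 3 values were 0.388, 0.139 and 0.416, below that of the simulated groups. The test of the IL-1β effect at 4 h against 1 h was passed by 12 of the 104, higher at 4 h, and by 2, higher at 1 h. Vnn3 and Hamp, called for the combination at 4 h, were at -0.020 (SE 0.24, adjusted p = 1.00) and -0.034 (SE 0.32, adjusted p = 0.99) at 1 h, and the combination's effect rose between the times by 2.23 (SE 0.34, adjusted p = 0.0020) for Vnn3, 2.06 (SE 0.45, adjusted p = 0.044) for Hamp and 2.14 (SE 0.41, adjusted p = 0.017) for Cebpd (n = 3 cultures per group). Over all probe sets, 30 had a higher and 13 a lower effect of the combination at 4 h than at 1 h; the total was 7 without series 1, 11 without series 2 and 5 without the series block.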

GO analysis did not show an overrepresentation of inflammatory response for this group of genes (Fisher's Exact Test: p > 0.2). Instead, nucleocytoplasmic transport (p < 0.0005), cell death (p < 0.0008) and acute phase response (p < 0.003) were among the most highly over-represented biological processes (See Additional file 5, Table S7). Promoter analysis revealed AP-2 as the top over-represented TFBS (p < 5.9E-5). None of the NF-κB PFMs was significantly over-represented (p > 0.05 for all NF-κB PFMs).

Further cluster analysis (filter SD >0.4) showed only one characteristic subgroup with high expression after TNF-α/IL-17 and IL-1β stimulation at 4 h (top rows in Additional file 9, Figure S5). This gene set included genes related to acute phase response, such as hepcidin (Hamp1), Oncostatin M receptor (Osmr), suppressor of cytokine signaling (Socs3), and serum amyloid A, but altogether, only a restricted number of acute phase proteins were detected, an observation which may be due to the time window used.

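Hamp, the iron-regulating hormone hepcidin (1419196_at), rose at 4 h by 2.68 (SE 0.32, adjusted p = 4.3e-06) with IL-1β and 2.03 (SE 0.32, adjusted p = 2.3e-04) with TNF-α/IL-17. The oncostatin M receptor Osmr (1418674_at) rose by 1.72 (SE 0.29, adjusted p = 4.4e-04) and 1.42 (SE 0.29, adjusted p = 0.0046), Socs3 (1455899_x_at) rose by 1.34 (SE 0.37, adjusted p = 0.024) with IL-1β and was at 1.22 (SE 0.37, adjusted p = 0.068) with TNF-α/IL-17, and the serum amyloid genes Saa3 (1450826_a_at) and Saa4 (1419319_at) rose by 1.67 (SE 0.36, adjusted p = 0.0045) and 1.66 (SE 0.18, adjusted p = 8.5e-07) with IL-1β and by 1.29 (SE 0.36, adjusted p = 0.043) and 1.58 (SE 0.18, adjusted p = 2.2e-06) with TNF-α/IL-17 (n = 3 cultures per group). Saa1 and Saa2 were between 0.076 and 0.15 in these groups and passed in neither. Of 24 acute phase proteins, 6 rose with IL-1β at 4 h, 5 with TNF-α/IL-17 and 1, Cfb, with TNF-α (8, 6 and 1 when adjusted over the list alone). At 1 h limma called 0 of the 24 for each treatment, and at an unadjusted p under 0.05 it was 1 for IL-1β, 0 for TNF-α and 1 each for IL-17 and TNF-α/IL-17 (0 over the list alone). Over both times IL-1β raised 7 and TNF-α/IL-17 3 (7 and 3 over the list alone). Without series 2 the calls of Saa3 ended for both treatments, that of Osmr for TNF-α/IL-17 and that of Socs3 for IL-1β. Without series 1 the calls of Saa3 ended, and without series 3 those of Socs3 for IL-1β and Hamp for TNF-α/IL-17. Of the 24 genes, IL-1β and TNF-α/IL-17 then raised 2 each at 4 h without series 2, TNF-α raised 0 without any 1 of the series, and without the series block IL-1β raised 2 and TNF-α/IL-17 raised 1 at 4 h and 1 and 0 over both times, with Osmr, Socs3, Saa3 and, for the combination, Hamp no longer called. Over both times IL-1β raised 2 without series 2.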

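Tnfrsf1b, which encodes TNF receptor 2 (1418099_at), rose at 4 h by 1.60 (SE 0.19, adjusted p = 4.1e-06) with IL-1β and 1.59 (SE 0.19, adjusted p = 4.7e-06) with TNF-α/IL-17 on the log2 scale, and was at 0.46 (SE 0.19, adjusted p = 0.23) with TNF-α and 0.83 (SE 0.19, adjusted p = 0.073) with IL-17. With the combination it was higher than with TNF-α by 1.13 (SE 0.19, adjusted p = 0.0022) (n = 3 cultures per group). At 1 h it was between 0.20 and 0.48 and passed for no treatment. For IL-17, Tnfrsf1b passed over both times without series 1 and at 4 h without the IL-17 culture of series 1, a fit added after the data were seen.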

Another gene of this subgroup which might be of interest is Tnfrsf1b encoding for tumor necrosis factor receptor superfamily member1b since it may indicate a positive regulatory loop. This may in part contribute to the potentiating effect of IL-17/TNF-α as already suggested for TNFRII in human rheumatoid arthritis synoviocytes [13]. However, this regulatory effect should become more obvious at later time points which have not been studied here.

#### IL-1β, IL-17, and TNF-α/IL-17, but not TNF-α up-regulated genes with Nfkbiz as prominent representative

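A set of 6 probe sets of 6 genes rose with IL-1β, IL-17 and TNF-α/IL-17 over both times and was not called higher for TNF-α. Its median fold at 4 h was 2.23 with IL-1β and 2.70 with TNF-α/IL-17, and the highest was 7.70. Of these probe sets 5 are in the study's list of IL-17 genes. Cebpd, a C/EBP transcription factor (1423233_at), fell with TNF-α over both times by 0.88 (SE 0.21, adjusted p = 0.013) on the log2 scale and rose with IL-17 by 1.30 (SE 0.21, adjusted p = 0.0018), a difference of 2.82 (SE 0.29, adjusted p = 4.1e-06) at 4 h (n = 3 cultures per group at 4 h). The fall with TNF-α ended without series 1 or without the series block, and the rise with IL-17 ended without series 3 or without the block.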

Genes of this group (12 probe sets representing 9 genes) are closely related to the previous group and are characterized by a weak TNF-α inducibility. 

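Nfkbiz was raised by TNF-α over both times by 1.25 (SE 0.24, adjusted p = 0.0025) on the log2 scale, against 3.75 (SE 0.24, adjusted p = 1.1e-10) with IL-1β and 4.04 (SE 0.24, adjusted p = 5.2e-11) with TNF-α/IL-17 (n = 6 arrays per group), and this probe set (1417483_at) was called for all 4 treatments, while the other probe set of Nfkbiz was not called for TNF-α. The rise with TNF-α did not pass without series 1. At 4 h, where TNF-α alone left Nfkbiz uncalled, IL-17 stood above TNF-α by 2.70 (SE 0.34, adjusted p = 6.4e-05).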

Cluster analysis revealed as the most prominent member with significant up-regulated gene expression Nfkbiz (encoding IκBzeta), the gene mentioned above (see Additional file 10, Figure S6 and Table 1). Nfkbiz was also shown to be mainly up-regulated by IL-1β, but not by TNF-α [48]. 

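Cebpd rose at 4 h by 1.97 (SE 0.29, adjusted p = 8.0e-04) with IL-17. Vnn3, the pantetheinase vanin 3 (1420723_at), was at 0.93 (SE 0.24, adjusted p = 0.16) with IL-17 and rose by 2.04 (SE 0.24, adjusted p = 4.0e-06) with IL-1β and 2.21 (SE 0.24, adjusted p = 1.7e-06) with TNF-α/IL-17 at 4 h. Adamts1, a secreted metalloprotease (1450716_at), rose with IL-1β by 0.43 (SE 0.11, adjusted p = 0.0089) and TNF-α/IL-17 by 0.43 (SE 0.11, adjusted p = 0.026) over both times and was at 0.26 (SE 0.11, adjusted p = 0.31) with IL-17 (n = 6 arrays per group). Of 5 C/EBP family genes, 3 rose with IL-1β (Cebpa, Cebpb and Cebpd) and 1, Cebpd, with IL-17 and with TNF-α/IL-17 over both times (3, 2 and 4 when adjusted over the list alone). Without series 3 Cebpd did not pass for IL-17 at 4 h, and without series 2 IL-1β raised 1 of the 5. Adamts1 did not pass for IL-1β without series 2 or for TNF-α/IL-17 without series 1 or series 3. The calls of Vnn3 and those of Adamts1 ended without the series block.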

Further genes include the transcription factors Cebpd, Vanin3 (Vnn3), Rho family GTPase 3 (Rnd3) and Adamts1.

Nfkbiz can function as transcription factor being also involved in nucleosomal opening thereby directly influencing target gene accessibility and regulation [49]. Nfkbiz is also reported to act in a cofactor like manner by interacting with p50/p65 or p50 homodimers [30,50-52]. Recently, a correlation was demonstrated to exist between Nfkbiz and the transcription factor C/EBPδ (CCAAT/enhancer binding protein) in MEF cells [53]. Additionally, Nfkbiz and C/EBPs were proven to induce a subset of genes by cooperating with one another in HEK293 cells and osteoblasts derived cells [54,55]. Among the 9 up-regulated target genes is Cebpd, which in turn is required for *de novo *translation of Nfkbiz. To which extend this feed forward loop may influence target gene expression in hepatocytes and which consequences may result from Nfkbiz dependent gene regulation has to be clarified in future studies.

### TNF-α and IL-17 synergistically induce Nfkbiz mRNA expression independently of NF-κB

To verify the expression data of Nfkbiz obtained by the microarray, qRT-PCR analysis were performed. Primary hepatocytes were treated with TNF-α, IL-17 or the combination of both for different times up to 8 h and subsequently Nfkbiz mRNA levels were measured. Figure 4A confirms for hepatocytes that TNF-α alone results in a very weak induction of Nfkbiz gene expression whereas IL-17 leads to an increased expression with a peak at 1.5 h and 8 h. Strikingly, IL-17 in combination with TNF-α leads to a synergistical increase in transcript expression. mRNA levels remain elevated up to 4 h and show a second induction phase at 8 h. This is consistent with our microarray data (see Table 2 and Figure 4C). Furthermore, IL-1β induced Nfkbiz mRNA expression was verified and compared to the other stimuli. Figure 4B shows a similar kinetic induced by IL-1β as it has been shown for TNF-α and IL-17. Note that microarray analyses have been performed at 1 and 4 hours and therefore the maximum peak might not have been detected at these time points. Taken together qRT-PCR data could nicely verify the microarray data.

**Figure 4:**
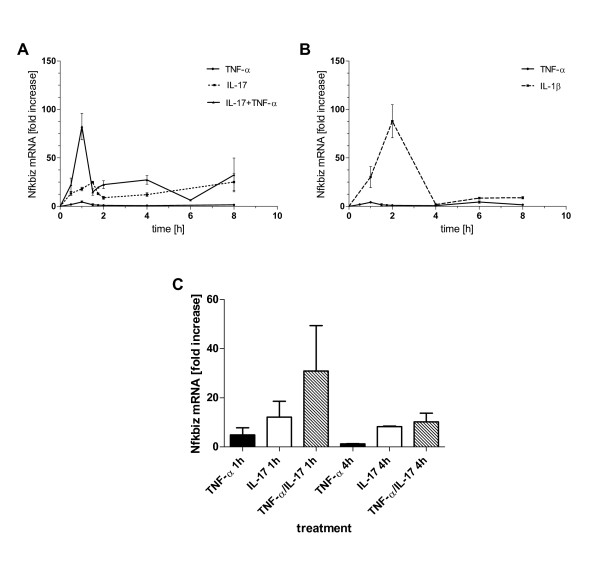
**Time course of Nfkbiz mRNA expression**. Primary hepatocytes were treated with TNF-α (2 ng/ml), IL-17 (100 ng/ml) or the combination of both (A) or with IL-1β (20 ng/ml) (B) and Nfkbiz mRNA expression was determined by qRT-PCR after the indicated times. Data represent means +/- SEM of at least three independent experiments. Nfkbiz mRNA expression levels from the microarray experiment for comparison are shown in (C).

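Nfkbiz (1417483_at) had a mean log2 intensity of 15.59 ± 0.54 (SD, n = 3 cultures) in untreated cells at 1 h, 17.75 ± 0.35 with TNF-α, 19.05 ± 0.46 with IL-17, 20.37 ± 0.32 with TNF-α/IL-17 and 21.04 ± 0.54 with IL-1β. At 4 h the means were 16.05 ± 0.27 in untreated cells, 16.39 ± 0.38 with TNF-α, 19.09 ± 0.28 with IL-17, 19.34 ± 0.28 with TNF-α/IL-17 and 18.09 ± 0.82 with IL-1β. In every series the combination lay above TNF-α at 1 h (2.16 to 3.08 on the log2 scale), and the difference, 2.63 (SE 0.34, adjusted p = 4.1e-04), passed the test.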

To test whether synergistic activation of transcription factor NF-κB is involved in IL-17/TNF-α induced upregulation of Nfkbiz, we performed NF-κB EMSAs with nuclear extracts of primary mouse hepatocytes. NF-κB DNA binding was markedly increased after treatment with TNF-α but only very slightly after IL-17 treatment. Interestingly, cells stimulated with the combination of both cytokines showed no increase in NF-κB DNA binding compared to cells treated with TNF-α alone (Data not shown)

These findings are in agreement with previous reports where the combination of IL-17/TNF-α did not induce a greater transcriptional initiation than TNF-α alone on CXCL1 expression in MEF 3T3 cells [17] suggesting that IL-17 mediates its effects on gene expression on the level of transcript stability.

### IL-17 increases the t1/2 of Nfkbiz mRNA

To determine the effect of IL-17 and TNF-α on mRNA stabilization we first measured the half life time of Nfkbiz RNA itself. Figure 5A shows the decay of Nfkbiz RNA over time and reveals a half life time of 34.36 minutes calculated by one phase decay non-linear regression.

**Figure 5:**
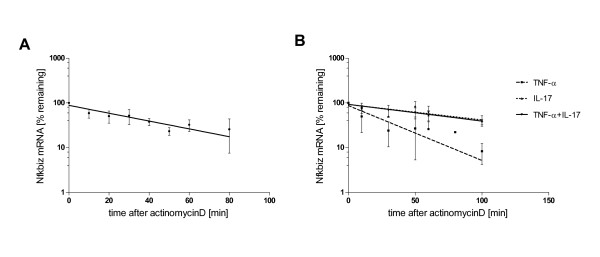
**IL-17 increases the half life time of Nfkbiz mRNA by modulating RNA stability**. (A) Cells were incubated with actinomycin D (5 μg/ml) to stop further transcription and Nfkbiz mRNA levels were determined after the indicated times. To calculate the RNA half life time (34.36 minutes) results were expressed as % remaining RNA over time and one phase decay curves were applied. (B) Influence of cytokines was tested by incubation of primary hepatocytes with IL-17 (100 ng/ml) for 30 minutes with or without additional TNF-α (2 ng/ml) stimulation or TNF-α alone. Then actinomycin D was added and cells were further incubated for the indicated times. Nfkbiz mRNA levels were determined and plotted and analyzed as described above. RNA half life time was calculated and shows a remarkable increase up to 87.26 minutes induced by IL-17 and 80.47 minutes by IL-17/TNF-α compared to 24.56 minutes induced by TNF-α treatment alone. Data represent means +/- SD of at least three independent experiments.

Then the ability of the two cytokines and their combination to stabilize Nfkbiz mRNA was tested. Therefore, primary hepatocytes were incubated with IL-17 and/or TNF-α for 30 minutes, subsequently actinomycin D was added to block further transcription. After incubation for the indicated times Nfkbiz mRNA levels were determined and plotted against time. Figure 5B clearly shows that TNF-α alone is not able to significantly modulate the t_1/2 _of Nfkbiz mRNA (24.56 minutes after TNF-α treatment). In contrast, IL-17 prolongs the half life time up to 87.26 minutes and the combination of IL-17/TNF-α also stabilized Nfkbiz mRNA and resulted in a t_1/2 _of 80.47 minutes. These findings indicate that IL-17 is able to stabilize Nfkbiz transcripts and prolongs the mRNA half life time to more than the double of its original time. Thus, we could demonstrate for the first time in hepatocytes that IL-17 treatment enhances Nfkbiz mRNA stability. Previously, this was shown for several genes in MEFS [17] and for Nfkbiz in NIH3T3 cells [37]. Importantly, the conclusion that enhancement of mRNA stability may be a major mechanism by which IL-17 regulate gene expression can also be applied to primary hepatocytes.

## Conclusions

The present microarray analysis demonstrates for the first time that primary murine hepatocytes are also sensitive to short term IL-17 stimulation corroborating the assumption that hepatocytes also participate and are functionally influenced in the context of an inflammatory response. Hepatocytes show a rather low induction of gene expression level, as it is also observed for fibroblasts, muscle and epithelial cells, whereas rheumatoid arthritis synoviocytes show upregulation of a higher number of genes following IL-17 stimulation [13]. In agreement with the literature [12] combined stimulation of TNF-α/IL-17 resulted in enhanced induction of gene expression, but significantly synergistic effects could be applied only to few genes, especially to chemokines. Here, gene expression of Cxcl1 and Cxcl2 deserves special interest because of their function to attract neutrophils and lymphocytes thereby contributing to inflammatory processes and to the control of the composition of the immune competent cells recruited [6]. However, a substantial enhancement of pro-inflammatory genes was observed providing additional evidence that IL-17 may play an important role in supporting and sustaining inflammatory conditions including inflammatory liver diseases.

Promoter analysis unambiguously revealed that NF-κB is involved in the activation of many IL-17 target genes related to inflammation, especially in that ones with a high expression level. Although C/EBP is also described to have binding sites in close proximity to NF-κB TFBS, promoter analysis did not reveal its significant overrepresentation. However, Cebpd was found among the 9 most up-regulated genes following 4 h of TNF-α/IL-17 combined stimulation. This discrepancy may be explained that C/EBP regulated genes are not yet up-regulated at the chosen time point in our microarray analysis.

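Ranked by their log2 fold change at 4 h among the 281 genes called higher with TNF-α/IL-17, Zc3h12a stood at rank 4, Nfkbiz at 7 and Cebpd at 13. Ccl20, Cxcl3 and Cxcl2 led the ranking, at 5.91 (SE 0.68, adjusted p = 2.6e-06), 5.29 (SE 0.58, adjusted p = 1.9e-06) and 5.11 (SE 0.50, adjusted p = 3.0e-07) (n = 3 cultures per group). With IL-17 alone Cebpd stood at rank 8 of 22 genes.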

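With TNF-α/IL-17, Nfkbiz rose at 4 h by 3.29 (SE 0.34, adjusted p = 7.8e-07) on the log2 scale. Its level with the combination differed from that with IL-1β by -0.66 (SE 0.34, adjusted p = 0.56) at 1 h, below IL-1β, and did not pass the test (n = 3 cultures per group). Set against IL-17 alone at 1 h the combination differed by 1.32 (SE 0.34, adjusted p = 0.22).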

One of the most up-regulated genes turned out to be Nfkbiz (encoding IκBzeta) which was only slightly induced following TNF-α stimulation, but reached nearly the level observed for IL-1β after costimulation with IL-17/TNF-α. IκBζ can function as transcription factor and is involved in gene accessibility [49]. Therefore, it can be assumed that Nfkbiz may play an important role in fine tuning proinflammatory responses and influencing the downregulation and duration of inflammatory reactions in hepatocytes. Moreover, Nfkbiz when deregulated may even pave the way for malignancy, which may in part explain the oncogenic potential of IL-17 [56].

Our literature and bioinformatics based approach provides evidence that modulation of mRNA stability may also be a major mechanism by which IL-17 regulates gene expression in primary hepatocytes. Using Nfkbiz as prominent example this assumption was experimentally confirmed for the first time in hepatocytes. RNA stability can partly be correlated to the existence and number of ARE [31]. This is obviously the case when genes are highly up-regulated, such as chemokines. However, alternative proteins may be involved, as mRNA of Nfkbiz was shown to be controlled by a sequence located in the 3' untranslated region of the mRNA independently from the also present AREs [39]. A prominent candidate being involved in mRNA stability may be the RNase Zc3h12a which was shown here to be highly induced in primary hepatocytes and which is reported to be responsible for destabilization of the IL-6 mRNA in macrophages [40]. Interestingly, tristetraproline (Zfp36), one of the best understood RNA modulating factors in liver and a close family member to Zc3h12a seems not to play a significant role in the time window examined, since its RNA was not significantly induced. Altogether, our microarray analysis gives new insights how IL-17 may contribute to early inflammatory events in hepatocytes underlining again the importance of this cytokine in inflammatory diseases, and especially in inflammatory and autoimmune diseases of the liver.

## Methods

### Isolation and cultivation of primary hepatocytes

Primary hepatocytes from six mice were prepared and cells from two mice were pooled, respectively, seeded in collagen coated six well plates and cultured according to SOP reported by [57]. Each set of pooled cells were treated with IL-1beta (1 or 4 h), TNF-alpha (1 or 4 h), IL-17 (1.5 and 4.5 h) or IL-17 (0.5 h) followed by TNF-α (1 h or 4 h). Thus, three biological replicates were performed. Details of experimental conditions, stimulation and an experimental design are described in Additional file 1.

Hepatocyte isolation from these mice was approved by the animal experimental committees and animals were handled and housed according to specific pathogen free (SPF) conditions.

### RNA preparation

RNA preparation was based on anion exchange chromatography (RNEasy, Qiagen) as described in Additional file 1.

### Target labeling, hybridization and microarray processing

Performance was done according to the manufacturer's directions (Affymetrix Inc.) by the Microarray Core Facility, University Clinic, Mannheim. The mouse whole genome 430 V2 Affymetrix microarray was used for hybridization. Details of the procedure are available from the Microarray Core Facility web-site at http://www.ma.uni-heidelberg.de/inst/zmf/affymetrix/.

### mRNA stability

To determine the half life time of Nfkbiz mRNA, cells were incubated with actinomycin D (5 μg/ml, Alexis) for the indicated times to inhibit further transcription. Then total RNA was extracted and Nfkbiz mRNA expression quantified by qRT-PCR. Results are presented as % remaining mRNA compared to mRNA levels of untreated cells. To measure mRNA stability in response to cytokine treatment cells were stimulated with TNF-α (2 ng/ml), IL-17 (100 ng/ml) or the combination of both in the presence of actinomycin D whereas IL-17 was preincubated for 30 minutes. Nfkbiz mRNA expression was again quantified by qRT-PCR after the indicated times and relative mRNA abundance was calculated by setting the values of the Nfkbiz mRNA levels induced by 30 minutes IL-17 preincubation to 100%. Percentages were plotted against time, one phase decay curves were calculated (GraphPad Prism 5) and the time to 50% mRNA decay was deduced. Means of three independent experiments are presented.

### Expression data processing

Mouse430V2 Affymetrix CEL data files were uploaded into Expressionist Refiner Array^® ^version 4.5 (Genedata AG, Basel, Switzerland) for data condensation. Oligo hybridization intensities were condensed to probe set expression values using the MAS5 Affymetrix Statistical algorithm according to [58]. Condensed data were normalized using Expressionist Analyst^® ^version 4.5 (Genedata AG, Basel, Switzerland). Absolute probe set expression values were scaled on the chip level by logarithmic mean normalization (for each chip, the logarithmic mean of all probe set values was scaled to 10000). Hierarchical clustering of experiments revealed systematic expression differences for the three biological replicates of the mouse hepatocyte cultures (= factor series). 

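The 3 series differed across much of the array: 7605 of the 15033 probe sets differed between series by limma, and the series took up 32.1% of the variance against 38.0% for the 10 groups of treatment and time. Deviations from the group means were shared within a series, with a median correlation of 0.511 between arrays of the same series and -0.281 between arrays of different series. For IL-17 over both times, the effect in series 1 correlated with that in series 2 and series 3 at -0.117 and -0.147 across all probe sets. Series 2 correlated with series 3 at 0.563. Over the probe sets called for IL-17, with chemokines and Nfkbiz among them, the same correlations were 0.888, 0.898 and 0.932, but calling favours probe sets that agree. In series 1 the untreated array at 1 h and the IL-17 array at 4 h had residual SDs of 0.215 and 0.195. A different response of series 1 was not separated from deviations of these arrays.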

To compensate for these systematic differences, data from each of the three replicate series were separately standardized on the probe set level by point-wise division (for each probe set and series, the median of the probe set values of all experimental conditions (Control, IL-17, TNF-α, IL-17/TNF-α, IL-1β) was standardized to 1). Data points with a quality p-value > = 0.05 according to MAS5 were excluded from further analyses. The expression data are publically available in the NCBI GEO database under series accession GSE19272 http://www.ncbi.nlm.nih.gov/geo/.

### Expression data analyses

Two-way analyses of variance for repeated measures (rANOVA) were performed in Expressionist Analyst to identify differentially expressed probe sets (factors treatment and time; probe sets with missing values with respect to the experiment scope of the respective ANOVA were excluded from the analysis). The significance level was set at α < 0.01. The corresponding false discovery rates (FDR, Storey-Tibshirani (ST) q-values, [59] are reported in the result section. Probe sets jointly regulated by two or more cytokine treatments were identified by intersecting groups of regulated genes determined by the ANOVAs. Fold factors were calculated from the geometric means of the three biological replicates of each condition versus the time matched control.

### Promoter analysis

Transcription factor binding sites (TFBS) were predicted for murine (NCBI mouse genome version 33) promoter regions (-5000 to +500 bp with respect to the transcription start site) on a genome-wide scale using Genedata Phylosopher^® ^version 6.5 Promoter Explorer (PE). PE predicts TFBSs based on a phylogenetic footprinting approach using normalised position frequency matrices (PFM) by three filtering steps. (1) Identification of conserved subregions within orthologous promoters of phylogenetically related genomes (NCBI mouse genome version 33 vs. NCBI human genome version 34). The conservation threshold was set to 70% identity within 50 bp sliding windows. (2) Identification of candidate binding sites by screening the conserved promoter subregions for consensus with PFMs (using default settings). PFMs were derived from TRANSFAC^® ^(version 3.2, [60,61]. (3) Further filtering of candidate binding sites for significantly enhanced consensus as compared to random DNA sequences having the same nucleotide fractions (A, T, G and C content) as the respective promoter region (bootstrapping p-value < 0.0001).

### List of NF-κB target genes

NF-κB target genes were identified as described in Additional file 1.

### Biological context analyses

Over-representation of biological processes [62]; http://www.geneontology.org and of TFBSs (based on TFBS predictions as described in section Promoter analysis) in gene groups of interest was estimated by Fishers' Exact tests using Expressionist Analyst. The mapping from probe sets to genes was performed using the Phylosopher seqmap tool based on the NCBI mouse genome version 33.

## Abbreviations

ARE: AU-rich elements; FDR: false discovery rate; IEG: Immediate early genes; qRT-PCR: quantitative real time PCR; TFBS: Transcription factor binding site(s); UTR: Untranslated region; GO: Gene ontology.

## Authors' contributions

TIS, JUR, KAS; UTA, HPF, JOB and IRM were involved in the study design. TIS analysed the results and provided the first draft. JUR performed condensation and normalisation of the microarray data, the N-way ANOVAs as well as the GO- and promoter analyses. KAS carried out a large part of the experiments, wrote a part of the manuscript and contributed valuable discussions. UTA and KAN have done some experiments. NOG was involved in performing the microarray analyses. JOB contributed valuable discussions and corrections. IRM supervised, promoted and coordinated the studies and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Additional information on methods and experimental design**. Additional information on experimental design and methods for hepatocyte isolation and cultivation, RNA preparation, qRT-PCR and preparation of the NF-κ target gene lists. Contains Table S1: Experimental design of the microarray analysis. Click here for file

Additional file 2 **Fold change values for all IL-17 significantly regulated genes**. Table S2: Genes identified as upregulated and downregulated following IL-17 stimulation. Click here for file

Additional file 3 **Genes up-regulated by combined TNF-α and IL-17 stimulation**. Table S3: Genes up-regulated by combined TNF-α and IL-17 stimulation. Click here for file

Additional file 4 **Genes showing synergistic or inhibitory regulation following combined TNF-α/IL-17 treatment**. Table S4: Genes showing synergistic/inhibitory regulation following combined TNF-α/IL-17 treatment. Click here for file

Additional file 5 **Gene onthology analysis**. Over-representation of GO biological processes in genes upregulated by all stimuli (Table S5) or the subgroup upregulated by IL-1β and TNF-α/IL-17 (Table S7). Click here for file

Additional file 6 **TFBS-overrepresentation analysis**. Table S6: Over-representation of transcription factor binding sites in promoters of genes upregulated by all stimuli. Click here for file

Additional file 7 **Calculation of the Pearson correlation coefficient to study the "IL-1β like" effect in different gene subsets**. Calculation of the Pearson correlation coefficient reveals a shift towards "IL-1β " like expression following combined TNF-α/IL-17 treatment. Contains additional figures: Figure S1: Calculation of the Pearson correlation coefficient to study the "IL-1β like" effect for the 48 probe sets group. Figure S2: Calculation of the Pearson correlation coefficient to study the "IL-1β like" effect for the 89 probe sets group. Figure S3: Calculation of the Pearson correlation coefficient to study the "IL-1β like" effect for those probe sets for which log-ratio data could be calculated (6039 from 14988 probe sets). Click here for file

Additional file 8 **Time resolved gene expression of Zc3h12a**. Figure S4: Time-course of Zc3h12a mRNA expression. Click here for file

Additional file 9 **Heatmap of genes upregulated by IL-1β and the combination TNF-α/IL-17**. Figure S5: Heatmap of the genes up-regulated by IL-1β and the combination of TNF-α and IL-17 (89 probe sets). Click here for file

Additional file 10 **Hierarchical cluster analysis of genes upregulated by IL-1β, IL-17 and TNF-α/IL-17**. Figure S6: Hierarchical cluster analysis of the probe sets (12) upregulated by IL-1β, IL-17, and TNF-α/IL-17, but not TNF-α alone. Click here for file

# Supplementary material for: Genome-wide comparison between IL-17 and combined TNF-alpha/IL-17 induced genes in primary murine hepatocytes
**Source:** BMC Genomics. 2010 Apr 7;11:226. doi: 10.1186/1471-2164-11-226
**Supplement:** Additional file 1 — Additional information on methods and experimental design. Additional information on experimental design and methods for hepatocyte isolation and cultivation, RNA preparation, qRT-PCR and preparation of the NF-κ target gene lists. Contains Table S1: Experimental design of the microarray analysis.

# Additional File 1: Additional information on methods and experimental design

## Isolation and cultivation of primary hepatocytes:

Hepatocytes were isolated from the liver of male BL6 mice by collagenase perfusion as described before [1], washed and allowed to attach to collagen coated 6 well plates (1 Mio cells/well) in Williams E medium supplemented with 100 nmol/l dexamethasone and 1 g/ml insulin. Cell viability was tested by trypan blue exclusion and exceeded generally 87%. In order to reach the necessary amount of cells, hepatocytes from two mice were pooled prior to seeding. Following 4h of adherence phase medium was exchanged to serum free media for overnight adaptation. Subsequently culture medium was changed to dexamethasone free medium 4h prior to stimulation. For stimulation, either TNF- $\alpha$  (R&D Systems) was added to a final concentration of 2 ng/ml, IL-1 $\beta$  (Jena Bioscience) at 20 ng/ml, and IL-17 (Novitec) at 100 ng/ml. When co-stimulation was performed, IL-17 was added to the culture medium 30 min before TNF- $\alpha$  was added. Accordingly, IL-17 alone was added to the cells for 1.5 or 4.5h, respectively. Three replicates of each experiment were performed.

**Table S1: Experimental design of the microarray analysis<sup>a</sup>**

| Stimulation      | IL-17                     | TNF- $\alpha$ | TNF- $\alpha$ /IL-17            | IL-1 $\beta$ | Control (untreated) |
|------------------|---------------------------|---------------|---------------------------------|--------------|---------------------|
| Concentration    | 100 ng/ml                 | 2 ng/ml       | IL-17: 100 ng/ml<br>TNF: 2ng/ml | 20 ng/ml     | -                   |
| Prestimulation   | IL-17 30 min <sup>b</sup> | -             | IL-17 30 min                    | -            | -                   |
| <b>Mouse 1+2</b> |                           |               |                                 |              |                     |
| T1=1h            | ●                         | ●             | ●                               | ●            | ●                   |
| T2=4h            | ●                         | ●             | ●                               | ●            | ●                   |
| <b>Mouse 3+4</b> |                           |               |                                 |              |                     |
| T1=1h            | ●                         | ●             | ●                               | ●            | ●                   |
| T2=4h            | ●                         | ●             | ●                               | ●            | ●                   |
| <b>Mouse 5+6</b> |                           |               |                                 |              |                     |
| T1=1h            | ●                         | ●             | ●                               | ●            | ●                   |
| T2=4h            | ●                         | ●             | ●                               | ●            | ●                   |

<sup>a</sup> Each point (●) represents one microarray derived from one RNA-preparation. For each treatment, timepoint and hepatocyte preparation a matching control was performed, which was used for point wise deviation. Data from cells which were only treated with IL-17 were related to the 1 or 4 h control.

<sup>b</sup> that means, altogether these cells were treated with IL-17 either for 1.5 or 4.5 h

**RNA preparation:**

RNA was prepared from cultured hepatocytes with the Qiagen RNEasy plus Kit according to the manufactures instructions. For each sample, 2 million cells were used for RNA isolation and purification. Samples for microarray analysis were subjected to a quality control using an Agilent Bioanalyzer with the Pico RNA-Kit. Only RNA with a RNA integrity number (RIN) better than 8.2 was used for labeling and subsequent hybridization.

**qReal-time PCR:**

RNA isolation was performed as described above. 1 µg of total RNA was converted to single strand cDNA using Quantiscript Reverse Transcriptase (Qiagen) resulting in 100 µl diluted cDNA. The analysis of mRNA expression profiles was performed with multiplex quantitative real time PCR. In a 25 µl PCR reaction, 2 µl of cDNA (corresponding to 20 ng of total RNA input) was amplified in an Light Cycler 480 (Roche), using 2-fold QuantiTect Multiplex PCR Master Mix (Qiagen), 50 nM primers and 100 nM probe for the 18S rRNA reference gene (fwd: 5'-CGGCTACCACATCCAAGG-3', rev: 5'-CGGGTCGGGAGTGGGT, probe: 5'-TTGCGCGCCTGCTGCCT), and 300 nM primers and 100 nM probe for the gene of interest. The following target gene primers and probes were used (all from Sigma): mouse IκB-ξ (fwd: 5'-CAGTTGCCTGTCTTTCGTGA-3', rev: 5'-TGAATGGACTTCCCCTTCAG-3', probe: 5'-TATCGGGTGACACAGTTGGA-3') and mouse Cxcl2 (fwd: 5'-CCCCTGGTTCAGAAAATCATCC-3', rev: 5'-CTCTTTGGTTCTTCCGTTGAGG-3', probe: 5'-CCCAGGCTCCTCCTTTCAGGTCA-3'). Semiquantitative PCR results were obtained using the delta cycle threshold ( $\Delta$ CT) method and therefore reflect changes relative to untreated cells.

**Preparation of the NF-κB lists**

NF-κB target genes were identified using two different approaches: In the first approach, the publicly available gene collections of the Gilmore-Lab (<http://www.nf-kb.org/>) and the Touzet-Lab (<http://bioinfo.lifl.fr/NF-KB/>) were summarized. The resulting gene list was extended by target genes derived from scientific literature mining and analysis of experimental screening papers. Altogether 1033 NF-κB target genes were obtained (gene list on request by the authors).

The second approach was an *in silico* analysis based on the TFBS predictions as described in section Promoter analysis. Genes with promoter regions containing conserved TFBS predictions from NF-κB PWMs (MA0061, V\$NFKAPPAB50\_01, V\$NFKAPPAB65\_01,

V\$NFKAPPAB\_01, V\$NFKB\_C, V\$NFKB\_Q6) were classified as NF- $\kappa$ B target genes. Here, the list contained 3181 NF- $\kappa$ B target genes. However, filtering for phylogenetic conservation has the disadvantage that several genes were not annotated as NF- $\kappa$ B target genes although they are biochemically proven as NF- $\kappa$ B target genes. This may be due to low conserved NF- $\kappa$ B binding sites or rearrangements of promoter sections between the species or location of binding sites within introns. Differences in promoter architecture as shown for the Nfkbiz promoter, will also prevent annotation for those genes.

When comparing both approaches based on gene symbols, only a relatively small intersection was observed.

## Reference

1. Klingmüller U, Bauer A, Bohl S, Nickel PJ, Breitkopf K, Dooley S, Zellmer S, Kern C, Merfort I, Sparna T, Donauer J, Walz G, Geyer M, Kreutz C, Hermes M, Gotschel F, Hecht A, Walter D, Egger L, Neubert K, Borner C, Brulport M, Schormann W, Sauer C, Baumann F, Preiss R, MacNelly S, Godoy P, Wiercinska E, Ciuculan L, Edelmann J, Zeilinger K, Heinrich M, Zanger UM, Gebhardt R, Maiwald T, Heinrich R, Timmer J, von WF, Hengstler JG: **Primary mouse hepatocytes for systems biology approaches: a standardized in vitro system for modelling of signal transduction pathways.** *Syst Biol (Stevenage )* 2006, **153**:433-447.

# Supplementary material for: Genome-wide comparison between IL-17 and combined TNF-alpha/IL-17 induced genes in primary murine hepatocytes
**Source:** BMC Genomics. 2010 Apr 7;11:226. doi: 10.1186/1471-2164-11-226
**Supplement:** Additional file 2 — Fold change values for all IL-17 significantly regulated genes. Table S2: Genes identified as upregulated and downregulated following IL-17 stimulation.

# Additional File 2: Fold change values for all IL-17 significantly regulated genes

Table S2: Genes identified as upregulated and downregulated following IL-17 stimulation.

|              |                                                  |            |          |      |     |     |      |     |     |     |      |
|--------------|--------------------------------------------------|------------|----------|------|-----|-----|------|-----|-----|-----|------|
| 1455181_at   | RAS p21 protein activator 2                      | Rasa2      | 0.006844 | 1.3  | 1.3 | 1.4 | 1.4  | 1.6 | 1.4 | 1.2 | 1.3  |
| 1423557_at   | interferon gamma receptor 2                      | Ifngr2     | 0.007042 | 1.5  | 1.3 | 1.2 | 1.4  | 2.0 | 2.3 | 1.5 | 1.9  |
| 1417736_at   | structural maintenance of chromosomes 6          | Smc6       | 0.007228 | 1.2  | 1.2 | 1.1 | -1.0 | 1.2 | 1.2 | 1.2 | 1.1  |
| 1416700_at   | Rho family GTPase 3                              | Rnd3*      | 0.007734 | 2.0  | 1.7 | 1.6 | 1.8  | 1.5 | 1.0 | 1.6 | 1.7  |
| 1419132_at   | toll-like receptor 2                             | *Tlr2      | 0.007942 | 5    | 5.5 | 3.5 | 1.7  | 3.8 | 7.9 | 6.4 | 2.0  |
| 1419030_at   | ERO1-like (S. cerevisiae)                        | Ero1l      | 0.00797  | 5    | 1.4 | 1.4 | 1.2  | 1.2 | 1.4 | 1.2 | 1.3  |
| 1440169_x_at | interferon (alpha and beta) receptor 2           | *Ifnar2*   | 0.008051 | 2.7  | 1.8 | 1.3 | 1.6  | 2.2 | 1.6 | 1.6 | 2.8  |
| 1418133_at   | B-cell leukemia/lymphoma 3                       | *Bcl3      | 0.008108 | 1.9  | 1.4 | 1.1 | 1.5  | 2.4 | 2.7 | 1.9 | 2.5  |
| 1455727_at   | zinc finger (CCCH type), RNA binding motif an    | Zrsr2*     | 0.008249 | 1.1  | 1.0 | 1.1 | -1.0 | 1.3 | 1.2 | 1.2 | 1.1  |
| 1450417_a_at | ribosomal protein S20 /// similar to 40S ribosor | Rps20      | 0.008277 | 1.5  | 1.6 | 1.5 | 1.5  | 1.3 | 1.2 | 1.2 | 1.1  |
| 1457883_at   | Adult male aorta and vein cDNA, RIKEN full-le    | 1457883_at | 0.008737 | 1.5  | 1.1 | 1.3 | 1.3  | 2.2 | 1.4 | 1.6 | 1.3  |
| 1418911_s_at | acyl-CoA synthetase long-chain family membe      | Acsf4      | 0.009187 | 4    | 1.5 | 1.4 | 1.5  | 1.4 | 1.5 | 1.6 | 1.4  |
| 1454818_at   | glucocorticoid modulatory element binding prot   | Gmeb2      | 0.009494 | 1.5  | 1.3 | 1.3 | 1.1  | 1.5 | 1.4 | 1.3 | 1.3  |
| 1420609_at   | membrane-associated ring finger (C3HC4) 7        | March7     | 0.009645 | 1.2  | 1.2 | 1.2 | 1.2  | 1.1 | 1.0 | 1.0 | -1.0 |
| 1438855_x_at | tumor necrosis factor, alpha-induced protein 2   | *Tnfip2*   | 0.009691 | 10.3 | 4.2 | 1.4 | 4.7  | 5.7 | 3.5 | 2.0 | 7.2  |
| 1418718_at   | chemokine (C-X-C motif) ligand 16                | Cxcl16*    | 0.009913 | 1.6  | 1.3 | 1.4 | 1.4  | 2.6 | 2.6 | 1.8 | 2.8  |

bold SD>0.4  
Total: 24  
ARE containing genes (by ARES integrated DB) 2.0 to 5.0 > 5.1 < -2.0  
Coloring code according to fold induction

#### ANOVA IL17 downregulated genes (117) [transcripts: 127]

bold SD>0.4

Total: 11

Color code

fold induction

-1.5 - -3 > -3.1

**Analysis of NF-kappaB target genes**

|               | total | all      | Lit-List | Bioinf.  |
|---------------|-------|----------|----------|----------|
| upregulated   | 92    | 44 (48%) | 21 (23%) | 36 (39%) |
| downregulated | 127   | 23 (18%) | 2 (2%)   | 23 (18%) |

For better comparison, fold induction ratios resulting from the other stimuli are also presented. The color code used to visualize expression values is indicated below each table. The number of identified NF-κB target genes are separately summarized for IL-17 up- and downregulated genes for both NF-κB target gene lists. Percentages relative to the corresponding list for all NF-κB target genes are indicated in brackets. Different time points are not considered by the ANOVA.

# Supplementary material for: Genome-wide comparison between IL-17 and combined TNF-alpha/IL-17 induced genes in primary murine hepatocytes
**Source:** BMC Genomics. 2010 Apr 7;11:226. doi: 10.1186/1471-2164-11-226
**Supplement:** Additional file 3 — Genes up-regulated by combined TNF-α and IL-17 stimulation. Table S3: Genes up-regulated by combined TNF-α and IL-17 stimulation.

## Additional file 3: Genes up-regulated by combined TNF- $\alpha$ and IL-17 stimulation.

Table S3. Genes up-regulated by combined TNF- $\alpha$  and IL-17 stimulation

| Name         | Gene Symbol | Description                                                          | IL1b<br>1h | TNF<br>1h | IL17<br>1h | TNF+IL17<br>1h | IL1b<br>4h | TNF<br>4h | IL17<br>4h | TNF+IL17<br>4h |
|--------------|-------------|----------------------------------------------------------------------|------------|-----------|------------|----------------|------------|-----------|------------|----------------|
| 1449984_at   | *Cxcl2•     | chemokine (C-X-C motif) ligand 2                                     | 104,8      | 34,8      | 3,9        | 54,0           | 13,9       | 6,2       | 4,9        | 34,5           |
| 1427348_at   | Zc3h12a     | zinc finger CCCH type containing 12A                                 | 11,5       | 3,5       | 6,4        | 8,6            | 13,5       | 2,1       | 15,3       | 33,1           |
| 1460197_a_at | Steap4      | STEAP family member 4                                                | 1,8        | 1,4       | 1,5        | 1,4            | 10,5       | 2,5       | 5,4        | 10,8           |
| 1417483_at   | *Nfkbiz     | IkappaB zeta                                                         | 43,6       | 4,5       | 11,0       | 27,5           | 4,1        | 1,3       | 8,3        | 9,8            |
| 1425829_a_at | Steap4      | STEAP family member 4                                                | 1,6        | 1,2       | 1,5        | 1,4            | 9,6        | 2,2       | 4,5        | 8,8            |
| 1419132_at   | *Tlr2       | toll-like receptor 2                                                 | 5,5        | 3,5       | 1,7        | 3,8            | 7,9        | 6,4       | 2,0        | 7,6            |
| 1448162_at   | *Vcam1•     | vascular cell adhesion molecule 1                                    | 21,1       | 9,5       | 2,2        | 8,0            | 9,9        | 13,5      | 1,7        | 7,5            |
| 1438855_x_at | *Tnfaip2•   | tumor necrosis factor, alpha-induced protein 2                       | 10,3       | 4,2       | 1,4        | 4,7            | 5,7        | 3,5       | 2,0        | 7,2            |
| 1415989_at   | *Vcam1•     | vascular cell adhesion molecule 1                                    | 14,1       | 7,6       | 2,1        | 6,8            | 7,3        | 9,1       | 1,6        | 6,3            |
| 1423233_at   | Cebpd       | CCAAT/enhancer binding protein (C/EBP), delta                        | 1,3        | -1,9      | 1,5        | 1,4            | 4,2        | -1,8      | 3,9        | 6,0            |
| 1423017_a_at | *Il1rn•     | interleukin 1 receptor antagonist                                    | 2,3        | 1,4       | 1,3        | 1,2            | 6,3        | 1,9       | 1,8        | 5,0            |
| 1420380_at   | *Ccl2•      | chemokine (C-C motif) ligand 2                                       | 4,3        | 3,3       | 2,4        | 3,4            | 3,2        | 4,2       | 2,7        | 4,9            |
| 1450829_at   | *Tnfaip3    | tumor necrosis factor, alpha-induced protein 3                       | 12,9       | 7,5       | 1,8        | 7,2            | 2,3        | 3,0       | 2,3        | 4,9            |
| 1457644_s_at | *Cxcl1•     | chemokine (C-X-C motif) ligand 1                                     | 7,5        | 4,7       | 4,0        | 6,5            | 3,2        | 2,3       | 3,4        | 4,9            |
| 1419209_at   | *Cxcl1•     | chemokine (C-X-C motif) ligand 1                                     | 7,3        | 4,2       | 3,6        | 6,2            | 2,7        | 2,0       | 3,1        | 4,8            |
| 1420723_at   | Vnn3        | vanin 3                                                              | -1,0       | 1,0       | -1,0       | -1,0           | 4,1        | 1,0       | 1,9        | 4,6            |
| 1445457_at   | 1445457_at  | clone 9130219A07 hypothetical protein                                | 1,1        | 1,2       | 1,3        | 1,1            | 3,6        | 1,0       | 2,8        | 4,3            |
| 1441855_x_at | *Cxcl1•     | chemokine (C-X-C motif) ligand 1                                     | 7,4        | 4,0       | 3,5        | 6,0            | 2,4        | 1,9       | 2,6        | 4,1            |
| 1433699_at   | *Tnfaip3    | tumor necrosis factor, alpha-induced protein 3                       | 14,7       | 9,7       | 2,2        | 9,2            | 2,0        | 2,6       | 1,9        | 4,1            |
| 1419196_at   | Hamp1•      | hepcidin antimicrobial peptide 1                                     | -1,1       | -1,2      | -1,5       | -1,0           | 6,4        | -1,1      | 1,8        | 4,1            |
| 1427705_a_at | *Nfkb1      | nuclear factor of kappa light chain gene enhancer in B-cells 1, p105 | 1,7        | 1,2       | 1,1        | 1,3            | 3,8        | 3,0       | 1,8        | 3,8            |
| 1421362_a_at | Frk         | fyn-related kinase                                                   | 1,8        | 1,4       | 1,4        | 1,5            | 3,3        | 1,3       | 1,6        | 3,6            |
| 1424067_at   | *Icam1•     | intercellular adhesion molecule                                      | 6,2        | 4,2       | 1,9        | 4,3            | 3,4        | 3,8       | 1,3        | 3,4            |
| 1450173_at   | *Ripk2      | receptor (TNFRSF)-interacting serine-threonine kinase 2              | 4,9        | 2,8       | 1,3        | 3,1            | 3,7        | 2,1       | 1,4        | 3,3            |

|              |               |                                                                                                                      |      |      |      |      |     |      |      |     |
|--------------|---------------|----------------------------------------------------------------------------------------------------------------------|------|------|------|------|-----|------|------|-----|
| 1426570_a_at | Frk           | fyn-related kinase                                                                                                   | 1,6  | 1,3  | 1,2  | 1,1  | 3,8 | 1,5  | 1,9  | 3,3 |
| 1426569_a_at | Frk           | fyn-related kinase                                                                                                   | 1,6  | 1,5  | 1,5  | 1,2  | 3,1 | 1,5  | 1,9  | 3,3 |
| 1455197_at   | Rnd1•         | Rho family GTPase 1                                                                                                  | 8,6  | 4,1  | 1,9  | 5,2  | 2,3 | 2,5  | 1,2  | 3,2 |
| 1435040_at   | Irak3         | interleukin-1 receptor-associated kinase 3                                                                           | 1,5  | 1,3  | 1,2  | 1,2  | 4,1 | 2,2  | 1,7  | 3,2 |
| 1417268_at   | *Cd14         | CD14 antigen                                                                                                         | 1,3  | 1,3  | 1,2  | 1,3  | 3,7 | 1,4  | 1,6  | 3,2 |
| 1458299_s_at | *Nfkbie       | nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, epsilon                                | 4,1  | 2,8  | 1,4  | 2,9  | 3,5 | 6,1  | 1,3  | 3,1 |
| 1426441_at   | *Slc11a2      | solute carrier family 11 (proton-coupled divalent metal ion transporters), member 2                                  | 1,4  | 1,1  | 1,0  | 1,1  | 3,1 | 1,5  | 2,1  | 3,1 |
| 1419197_x_at | Hamp1•        | hepcidin antimicrobial peptide 1                                                                                     | -1,2 | -1,1 | -1,2 | 1,0  | 4,6 | -1,1 | 1,4  | 3,0 |
| 1418099_at   | *Tnfrsf1b     | tumor necrosis factor receptor superfamily, member 1b                                                                | 1,4  | 1,1  | 1,2  | 1,2  | 3,0 | 1,4  | 1,8  | 3,0 |
| 1419319_at   | Saa4          | serum amyloid A 4                                                                                                    | 1,1  | 1,1  | 1,1  | 1,0  | 3,2 | 1,1  | 1,4  | 3,0 |
| 1436413_at   | Frk           | fyn-related kinase                                                                                                   | 1,6  | 1,7  | 1,3  | 1,1  | 2,9 | 1,2  | 1,4  | 2,9 |
| 1448306_at   | *Nfkbia•      | nuclear factor of kappa light chain gene enhancer in B-cells inhibitor, alpha                                        | 5,9  | 4,8  | 1,7  | 4,6  | 1,6 | 2,7  | 1,5  | 2,9 |
| 1422677_at   | Dgat2         | diacylglycerol O-acyltransferase 2                                                                                   | 1,3  | 1,1  | -1,0 | 1,1  | 3,1 | 1,3  | 1,2  | 2,8 |
| 1449731_s_at | *Nfkbia•      | nuclear factor of kappa light chain gene enhancer in B-cells inhibitor, alpha                                        | 5,1  | 4,0  | 1,4  | 4,2  | 1,5 | 2,6  | 1,4  | 2,8 |
| 1418718_at   | Cxcl16•       | chemokine (C-X-C motif) ligand 16                                                                                    | 1,6  | 1,3  | 1,4  | 1,4  | 2,6 | 2,6  | 1,8  | 2,8 |
| 1434376_at   | *Cd44•        | CD44 antigen                                                                                                         | 1,3  | 1,3  | 1,0  | 1,0  | 3,1 | 1,8  | 1,4  | 2,8 |
| 1440169_x_at | *Ifnar2•      | interferon (alpha and beta) receptor 2                                                                               | 2,7  | 1,8  | 1,3  | 1,6  | 2,2 | 1,6  | 1,6  | 2,8 |
| 1438676_at   | Mpa2l         | macrophage activation 2 like /// similar to macrophage activation 2 like /// similar to macrophage activation 2 like | 1,8  | 1,5  | 1,4  | 1,6  | 5,0 | 2,4  | 1,2  | 2,7 |
| 1418674_at   | *Osmr         | oncostatin M receptor                                                                                                | 1,9  | 1,6  | 1,6  | 1,5  | 3,3 | 2,4  | 1,5  | 2,7 |
| 1422678_at   | Dgat2         | diacylglycerol O-acyltransferase 2                                                                                   | 1,4  | 1,1  | 1,0  | 1,1  | 2,9 | 1,3  | 1,2  | 2,7 |
| 1416630_at   | Id3•          | inhibitor of DNA binding 3                                                                                           | 4,0  | 2,7  | 1,5  | 3,5  | 2,0 | 1,7  | 1,7  | 2,6 |
| 1449195_s_at | Cxcl16•       | chemokine (C-X-C motif) ligand 16                                                                                    | 1,4  | 1,2  | 1,1  | 1,3  | 2,2 | 2,2  | 1,5  | 2,5 |
| 1438157_s_at | *Nfkbia•      | nuclear factor of kappa light chain gene enhancer in B-cells inhibitor, alpha                                        | 4,0  | 3,4  | 1,7  | 3,2  | 1,5 | 2,4  | 1,4  | 2,5 |
| 1448560_at   | Bid           | BH3 interacting domain death agonist                                                                                 | 1,3  | 1,1  | 1,1  | 1,2  | 2,8 | 2,2  | 1,2  | 2,5 |
| 1454254_s_at | 1600029D21Rik | RIKEN cDNA 1600029D21 gene                                                                                           | 1,5  | 1,1  | 1,1  | 1,2  | 2,5 | 1,6  | 1,9  | 2,5 |
| 1418133_at   | *Bcl3         | B-cell leukemia/lymphoma 3                                                                                           | 1,9  | 1,4  | 1,1  | 1,5  | 2,4 | 2,7  | 1,9  | 2,5 |
| 1450826_a_at | *Saa3         | serum amyloid A 3                                                                                                    | 1,1  | -1,1 | -1,2 | -1,0 | 3,2 | 1,1  | -1,1 | 2,4 |

|                          |          |                                                                                   |                       |     |      |     |     |     |     |     |
|--------------------------|----------|-----------------------------------------------------------------------------------|-----------------------|-----|------|-----|-----|-----|-----|-----|
| 1450767_at               | Nedd9    | neural precursor cell expressed,<br>developmentally down-regulated gene 9         | 1,5                   | 1,7 | 1,2  | 1,3 | 1,9 | 3,8 | 2,1 | 2,4 |
| 1417045_at               | Bid      | BH3 interacting domain death agonist                                              | 1,2                   | 1,2 | 1,1  | 1,2 | 2,9 | 2,3 | 1,2 | 2,4 |
| 1455899_x_at             | *Socs3   | suppressor of cytokine signaling 3                                                | 5,5                   | 1,6 | 1,2  | 2,5 | 2,5 | 1,5 | 1,9 | 2,3 |
| 1423760_at               | *Cd44•   | CD44 antigen                                                                      | 1,5                   | 1,4 | 1,2  | 1,2 | 3,3 | 1,9 | 1,6 | 2,3 |
| 1420927_at               | St6gal1• | beta galactoside alpha 2,6 sialyltransferase 1                                    | 1,7                   | 1,4 | 1,3  | 1,3 | 2,0 | 1,9 | 1,8 | 2,3 |
| 1450703_at               | Slc7a2   | solute carrier family 7 (cationic amino acid<br>transporter, y+ system), member 2 | 1,6                   | 1,3 | -1,1 | 1,4 | 5,6 | 2,9 | 1,3 | 2,3 |
| Upregulated 1.5 - 3 fold |          |                                                                                   | upregulated<br>>3fold |     |      |     |     |     |     |     |

For comparison, fold factors for other stimulations are also presented. Primary hepatocytes were prestimulated with IL-17 (100ng/ml) for 30 min, followed by addition of TNF- $\alpha$  (2ng/ml) for another 1 or 4h. Genes up-regulated more than 2fold are listed. Fold factors are related to the time matched control. NF- $\kappa$ B target genes are indicated as (\*) for literature derived annotation or as a dot (•) for bioinformatical annotation.

# Supplementary material for: Genome-wide comparison between IL-17 and combined TNF-alpha/IL-17 induced genes in primary murine hepatocytes
**Source:** BMC Genomics. 2010 Apr 7;11:226. doi: 10.1186/1471-2164-11-226
**Supplement:** Additional file 4 — Genes showing synergistic or inhibitory regulation following combined TNF-α/IL-17 treatment. Table S4: Genes showing synergistic/inhibitory regulation following combined TNF-α/IL-17 treatment.

# Additional file 4: Genes showing synergistic or inhibitory regulation following combined TNF- $\alpha$ /IL-17 treatment

Table S4: Genes showing synergistic/inhibitory regulation following combined TNF- $\alpha$ /IL-17 treatment.

Normalized fold ratio data related to the time matched untreated controls of all present genes were analysed for their cooperation index calculated as  $I = \text{Fold}_{(\text{TNF}\&\text{IL-17})} / ((\text{Fold}_{(\text{TNF})} + \text{Fold}_{(\text{IL17})})$ . Synergism was defined as  $I \geq 2$ , inhibition as  $I < -2$  according to [1]. Standard deviation of the three biological replicates are also indicated.

#### Reference

1. Zrioual S, Ecochard R, Tournadre A, Lenief V, Cazalis MA, Miossec P: **Genome-wide comparison between IL-17A- and IL-17F-induced effects in human rheumatoid arthritis synoviocytes.** *J Immunol* 2009, **182**:3112-3120.

# Supplementary material for: Genome-wide comparison between IL-17 and combined TNF-alpha/IL-17 induced genes in primary murine hepatocytes
**Source:** BMC Genomics. 2010 Apr 7;11:226. doi: 10.1186/1471-2164-11-226
**Supplement:** Additional file 5 — Gene onthology analysis. Over-representation of GO biological processes in genes upregulated by all stimuli (Table S5) or the subgroup upregulated by IL-1β and TNF-α/IL-17 (Table S7).

## Additional File 5: Gene ontology analysis

**Table S5: Over-representation of GO biological processes in genes upregulated by all stimuli (41 genes).**

| Property Name                   | Property Size | Universe Size | Selection Size | p-Value     |
|---------------------------------|---------------|---------------|----------------|-------------|
| inflammatory response           | 94            | 24084         | 41             | 5.45439E-07 |
| intracellular signaling cascade | 276           | 24084         | 41             | 0.001224329 |

Significance of over-representation was estimated using Fisher's Exact Test.

**Table S7: Over-representation of GO biological processes in genes upregulated by TNF- $\alpha$ /IL-17 and IL-1 $\beta$  stimulation (77 genes).**

| Property Name                                               | Property Size | Universe Size | Selection Property Size | Selection Size | p-Value  |
|-------------------------------------------------------------|---------------|---------------|-------------------------|----------------|----------|
| nucleocytoplasmic transport                                 | 10            | 24084         | 2                       | 77             | 0.000447 |
| regulation of transcription from RNA polymerase II promoter | 48            | 24084         | 3                       | 77             | 0.000490 |
| cell death                                                  | 13            | 24084         | 2                       | 77             | 0.000769 |
| calcium-independent cell-cell adhesion                      | 20            | 24084         | 2                       | 77             | 0.001847 |
| acute-phase response                                        | 22            | 24084         | 2                       | 77             | 0.002236 |
| cytokine and chemokine mediated signaling pathway           | 22            | 24084         | 2                       | 77             | 0.002236 |

Significance of over-representation was estimated using Fisher's Exact Test.

# Supplementary material for: Genome-wide comparison between IL-17 and combined TNF-alpha/IL-17 induced genes in primary murine hepatocytes
**Source:** BMC Genomics. 2010 Apr 7;11:226. doi: 10.1186/1471-2164-11-226
**Supplement:** Additional file 6 — TFBS-overrepresentation analysis. Table S6: Over-representation of transcription factor binding sites in promoters of genes upregulated by all stimuli.

## Additional file 6: TFBS-over-representation

**Table S6: Over-representation of transcription factor binding sites in promoters of genes upregulated by all stimuli (41 genes).**

| Property Name                | PWM              | Property Size | Universe Size | Selection Property Size | Selection Size | p-Value  |
|------------------------------|------------------|---------------|---------------|-------------------------|----------------|----------|
| p65                          | V\$NFKAPPAB65_01 | 1124          | 24084         | 12                      | 41             | 2.26E-07 |
| NF- $\kappa$ B               | V\$NFKB_Q6       | 1192          | 24084         | 12                      | 41             | 4.25E-07 |
| p50                          | V\$NFKAPPAB50_01 | 1342          | 24084         | 12                      | 41             | 1.49E-06 |
| p65                          | MA0107           | 1120          | 24084         | 11                      | 41             | 1.83E-06 |
| p50                          | MA0105           | 1265          | 24084         | 10                      | 41             | 3.88E-05 |
| NF- $\kappa$ B               | V\$NFKB_C        | 1338          | 24084         | 10                      | 41             | 6.24E-05 |
| NF- $\kappa$ B               | V\$NFKAPPAB_01   | 1117          | 24084         | 9                       | 41             | 8.79E-05 |
| NF- $\kappa$ B               | MA0061           | 1150          | 24084         | 9                       | 41             | 0.00011  |
| Dorsal_2                     | MA0023           | 1214          | 24084         | 9                       | 41             | 0.000166 |
| c-REL                        | MA0101           | 1062          | 24084         | 8                       | 41             | 0.000363 |
| c-Rel                        | V\$CREL_01       | 1062          | 24084         | 8                       | 41             | 0.000363 |
| CCAAT box                    | V\$CAAT_01       | 1434          | 24084         | 9                       | 41             | 0.000567 |
| repressor of CAR1 expression | F\$REPCAR1_01    | 1489          | 24084         | 9                       | 41             | 0.000744 |
| AP2alpha                     | MA0003           | 2910          | 24084         | 13                      | 41             | 0.000754 |

Significance of over-representation was estimated using Fisher's Exact Test.

# Supplementary material for: Genome-wide comparison between IL-17 and combined TNF-alpha/IL-17 induced genes in primary murine hepatocytes
**Source:** BMC Genomics. 2010 Apr 7;11:226. doi: 10.1186/1471-2164-11-226
**Supplement:** Additional file 7 — Calculation of the Pearson correlation coefficient to study the "IL-1β like" effect in different gene subsets. Calculation of the Pearson correlation coefficient reveals a shift towards "IL-1β " like expression following combined TNF-α/IL-17 treatment. Contains additional figures: Figure S1: Calculation of the Pearson correlation coefficient to study the "IL-1β like" effect for the 48 probe sets group. Figure S2: Calculation of the Pearson correlation coefficient to study the "IL-1β like" effect for the 89 probe sets group. Figure S3: Calculation of the Pearson correlation coefficient to study the "IL-1β like" effect for those probe sets for which log-ratio data could be calculated (6039 from 14988 probe sets).

## Additional File 7: Calculation of the Pearson correlation coefficient to study the “IL-1 $\beta$ like” effect for different gene subsets

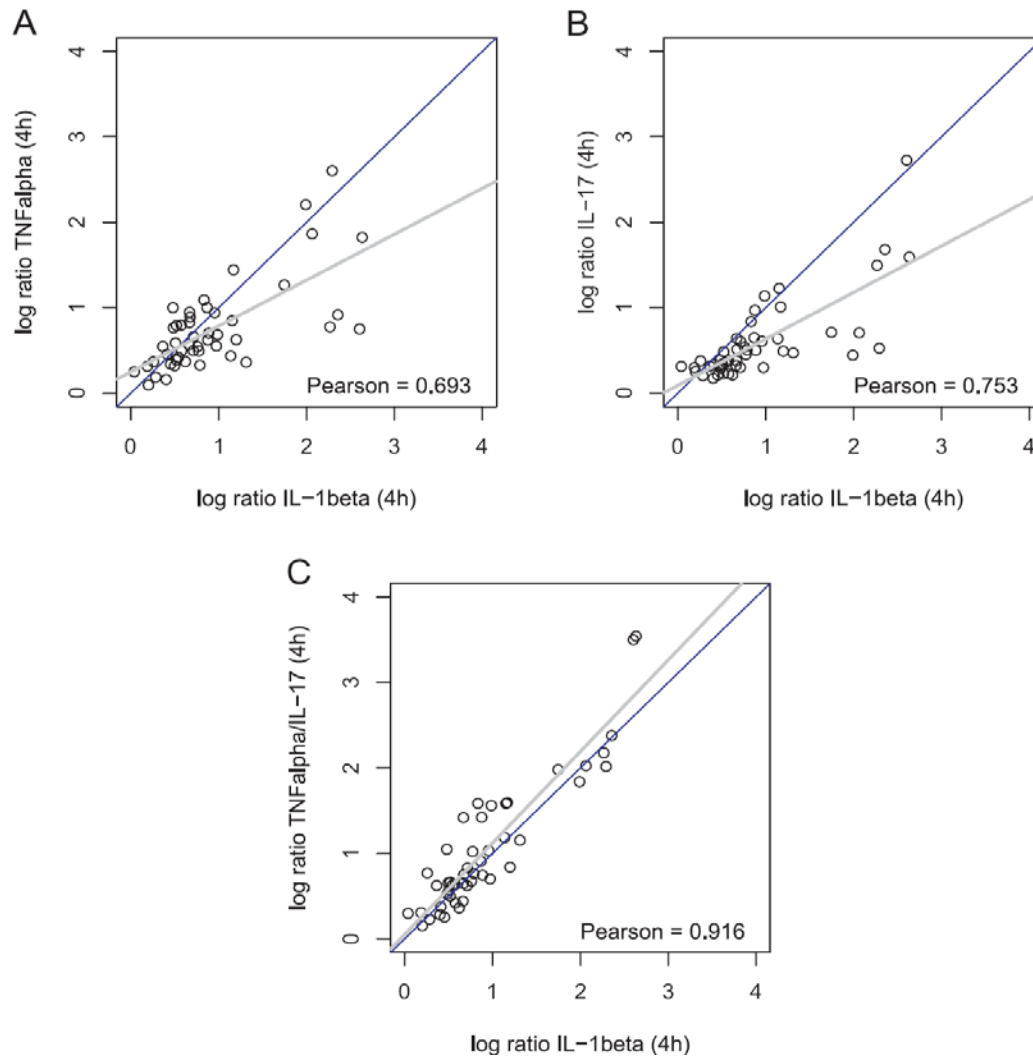

**Figure S1: Calculation of the Pearson correlation coefficient to study the “IL-1 $\beta$  like” effect within the gene subgroup “upregulated by all stimuli” (48 probe-sets).** Induction ratios of the 48 probe-sets between IL-1 $\beta$  (4h) and the combination of TNF- $\alpha$ /IL-17 were correlated. The X and Y-axis indicate logarithmic fold induction values for the respective stimulation. The blue line indicates a virtual line representing a correlation factor of 1, the grey line the actually calculated regression curve factor for the respective probe sets. The number in the lower right corner reflects the calculated Pearson correlation coefficient.

Combined treatment of TNF- $\alpha$ /IL-17 (C) gives a better correlation to IL-1 $\beta$  induced gene expression compared to single cytokine treatment with TNF- $\alpha$  (A) or IL-17 (B).

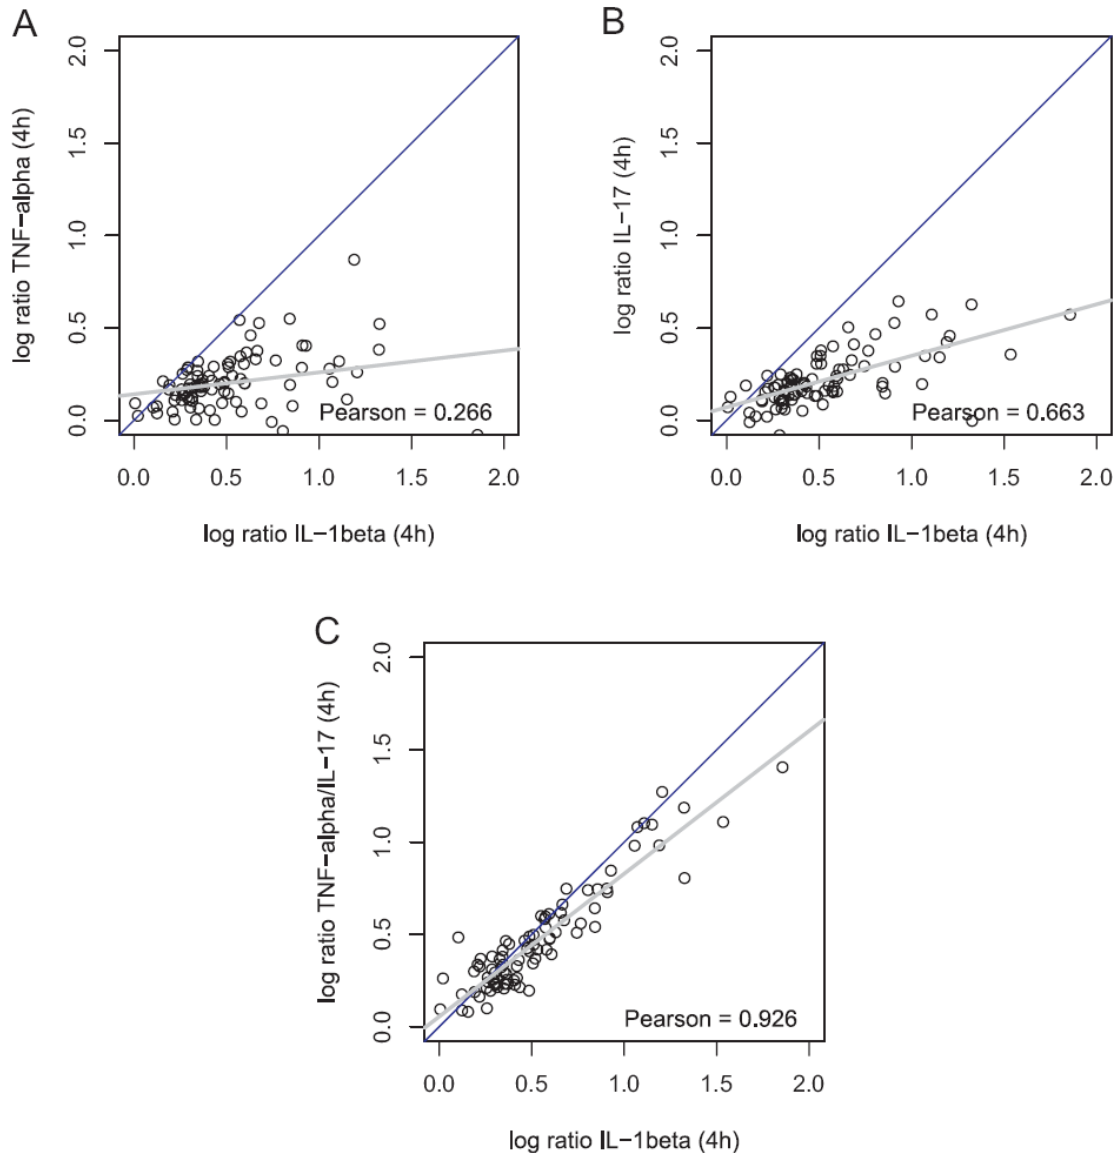

**Figure S2: Calculation of the Pearson correlation coefficient to study the “IL-1 $\beta$  like” effect within the IL-17/TNF- $\alpha$  induced gene subset (89 probe-sets).** Logarithmic fold induction ratios of the 89 probe-sets between IL-1 $\beta$  (4h) and the combination of TNF- $\alpha$ /IL-17 (C) or between IL-1 $\beta$  and IL-17 (B) or TNF- $\alpha$  (A) were correlated. The X- and Y-axis indicate logarithmic fold induction values for the respective stimulation. The blue line indicates a virtual line representing a correlation factor of 1, the grey line the actually calculated regression curve factor for the respective probe sets.

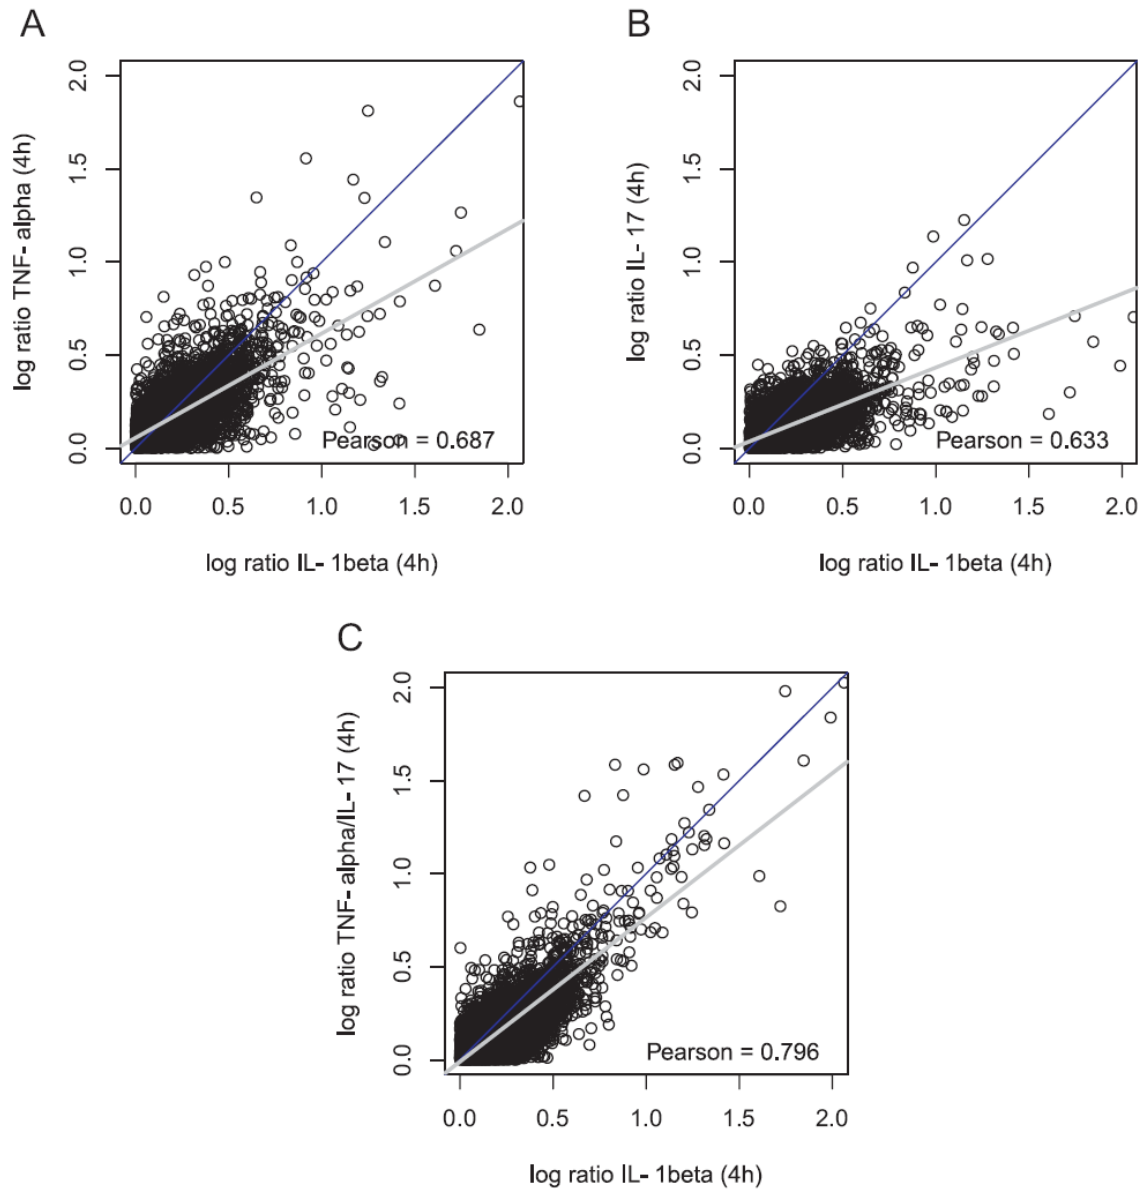

**Figure S3: Calculation of the Pearson correlation coefficient to study the “IL-1 $\beta$  like” effect for those probe sets for which log-ratio data could be calculated (6039 from 14988 probe-sets).**

Logarithmic fold induction ratios were calculated between IL-1 $\beta$  (4h) and the combination of TNF- $\alpha$ /IL-17 (C) or between IL-1 $\beta$  and IL-17 (B) or TNF- $\alpha$  (A). The X- and Y-axis indicate logarithmic fold induction values for the respective stimulation. The blue line indicates a virtual line representing a correlation factor of 1, the grey line the actually calculated regression curve factor for the respective probe sets.

# Supplementary material for: Genome-wide comparison between IL-17 and combined TNF-alpha/IL-17 induced genes in primary murine hepatocytes
**Source:** BMC Genomics. 2010 Apr 7;11:226. doi: 10.1186/1471-2164-11-226
**Supplement:** Additional file 8 — Time resolved gene expression of Zc3h12a. Figure S4: Time-course of Zc3h12a mRNA expression.

## Additional file 8: Time-resolved gene expression of Zc3h12a

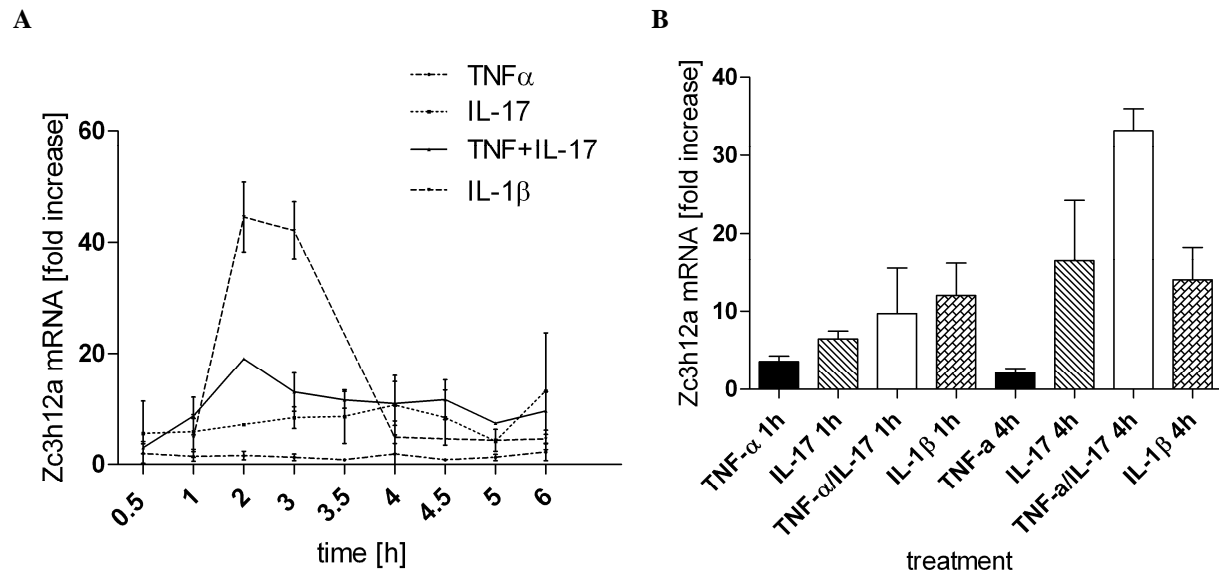

**Figure S4: Time-course of Zc3h12a mRNA expression.**

(A) Primary hepatocytes were treated with  $\text{TNF}\alpha$  (2 ng/ml), IL-17 (100 ng/ml) or the combination of both or with IL-1 $\beta$  (20 ng/ml) and Zc3h12a mRNA expression was determined by qRT-PCR after the indicated times. Data represent means  $\pm$  SEM of at least three independent experiments. (B) Zc3h12a mRNA expression levels from the microarray experiment (1h and 4 h). 

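Zc3h12a (1427348_at) had a mean log2 intensity of 12.92 ± 0.35 (SD, n = 3 cultures) in untreated cells at 1 h, 14.75 ± 0.46 with TNF-α, 15.61 ± 0.38 with IL-17, 16.04 ± 0.88 with TNF-α/IL-17 and 16.44 ± 0.36 with IL-1β. At 4 h the means were 13.07 ± 0.34, 14.15 ± 0.64, 17.00 ± 0.97, 18.12 ± 0.35 and 16.82 ± 0.18 in the same order.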

Note, that the expression maximum following IL-1 $\beta$  as well as  $\text{TNF}\alpha$ /IL-17 stimulation is located in the range of 1h to 4 h when a time-course was studied by qRT-PCR.

# Supplementary material for: Genome-wide comparison between IL-17 and combined TNF-alpha/IL-17 induced genes in primary murine hepatocytes
**Source:** BMC Genomics. 2010 Apr 7;11:226. doi: 10.1186/1471-2164-11-226
**Supplement:** Additional file 9 — Heatmap of genes upregulated by IL-1β and the combination TNF-α/IL-17. Figure S5: Heatmap of the genes up-regulated by IL-1β and the combination of TNF-α and IL-17 (89 probe sets).

## Additional file 9: Heatmap of the genes upregulated by IL-1 $\beta$ and the combination of TNF- $\alpha$ /IL-17

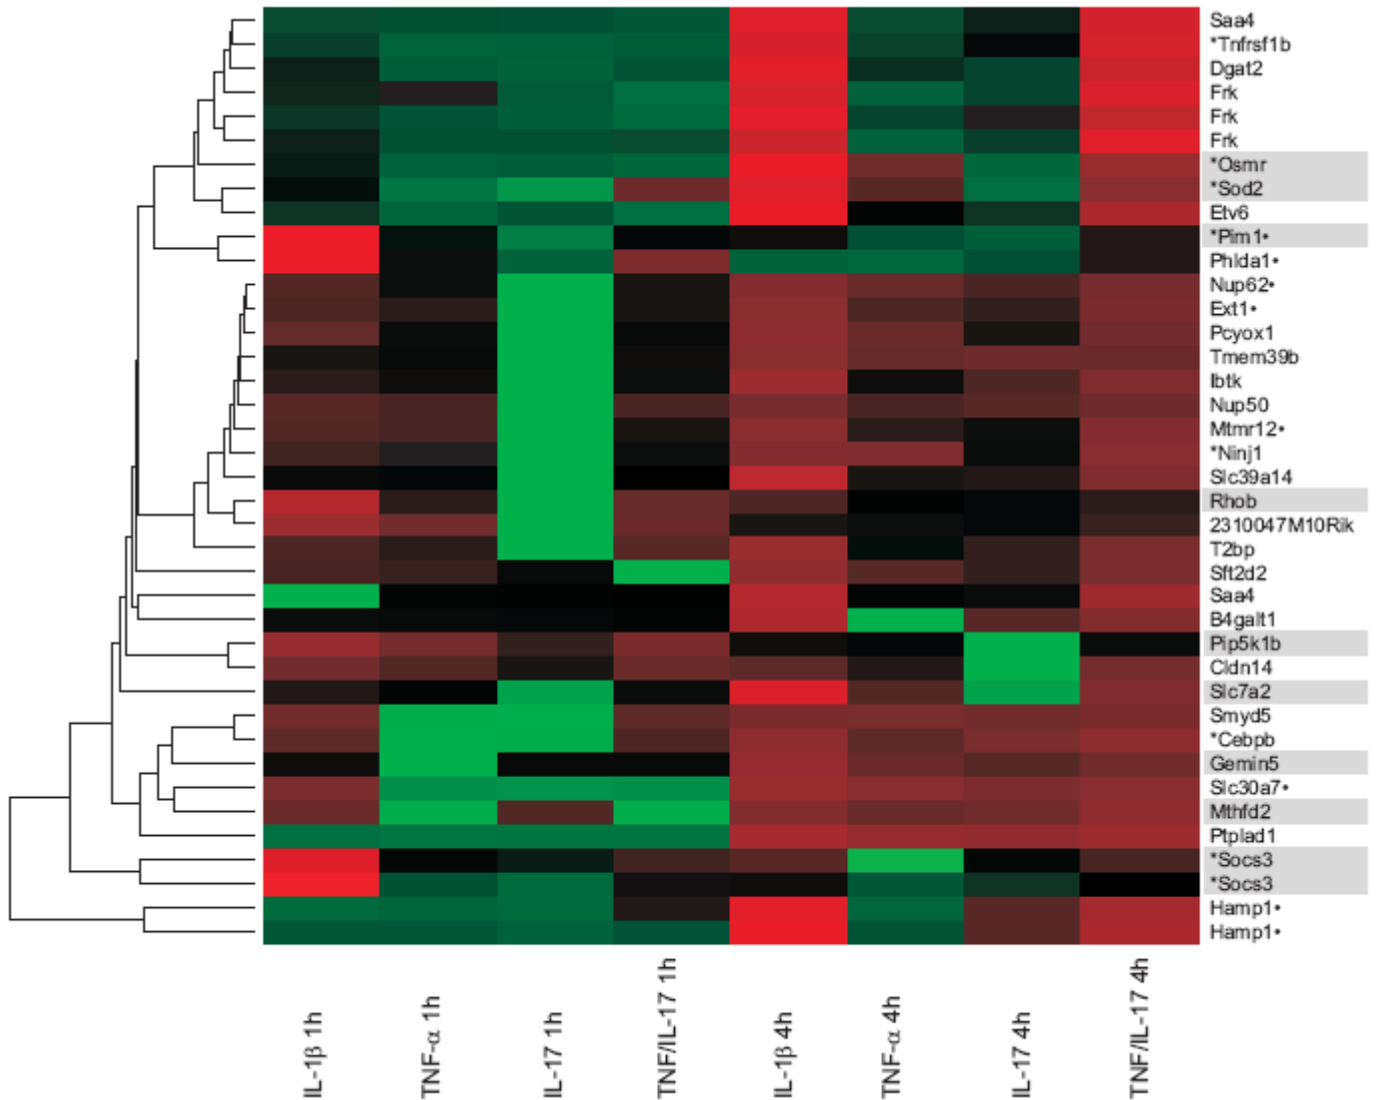

**Figure S5: Heatmap of the genes upregulated by IL-1 $\beta$  and the combination of TNF- $\alpha$  and IL-17.**

The ANOVA revealed 89 probe-sets which were filtered for a SD >0.4 over all experiments. ARE containing genes are highlighted in grey. NF- $\kappa$ B target genes are indicated by a star (\*) for literature derived annotation or a dot (•) for bioinformatical annotation next to the gene symbol.

# Supplementary material for: Genome-wide comparison between IL-17 and combined TNF-alpha/IL-17 induced genes in primary murine hepatocytes
**Source:** BMC Genomics. 2010 Apr 7;11:226. doi: 10.1186/1471-2164-11-226
**Supplement:** Additional file 10 — Hierarchical cluster analysis of genes upregulated by IL-1β, IL-17 and TNF-α/IL-17. Figure S6: Hierarchical cluster analysis of the probe sets (12) upregulated by IL-1β, IL-17, and TNF-α/IL-17, but not TNF-α alone.

## Additional file 10: Hierarchical cluster analysis of genes upregulated by IL-1 $\beta$ , IL-17, and TNF- $\alpha$ /IL-17

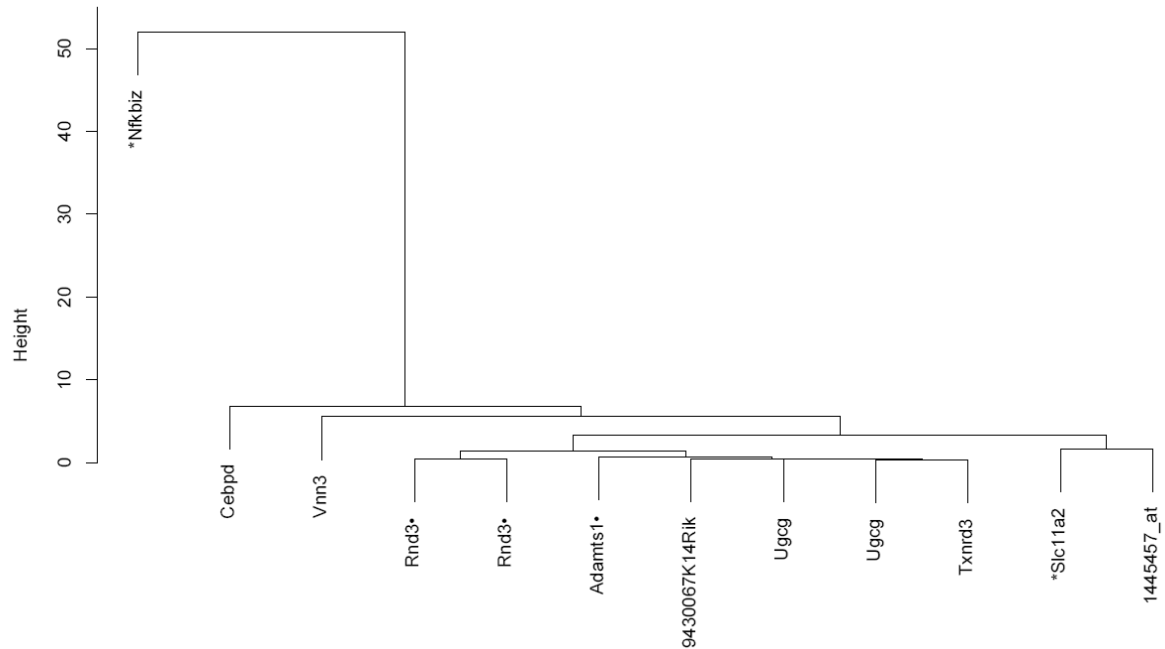

**Figure S6: Cluster analysis of the probe-sets (12) upregulated by IL-1 $\beta$ , IL-17, and TNF- $\alpha$ /IL-17, but not by TNF- $\alpha$  alone.** The genes identified by ANOVA have been hierarchically clustered for similarity of gene expression over all datasets. NF- $\kappa$ B target genes are indicated by \*.

How the deposited data were processed for this re-analysis (not part of the article)

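Primary hepatocytes from the livers of 6 mice, pooled in pairs into 3 series, were left untreated or treated with IL-1β, TNF-α, IL-17 or TNF-α/IL-17, and RNA was taken at 1 h and 4 h, giving 10 groups of 3 arrays. The authors reduced the scanned Affymetrix mouse arrays to 1 value per probe set with MAS5 (version not given) and scaled every array to a log mean of about 10000 with the Expressionist programs, and the deposited values are these scaled intensities on a linear scale. The methods also divide each series by its median and leave out values by the MAS5 quality measure; neither step is in the values used here, which hold 45101 probe sets for 30 arrays with no empty cell. Each of the 30 arrays was matched to its treatment, time and series by its label, and 0 columns belonged to other samples.

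The intensities were taken to log2 with 0 added. In place of the quality measure, the 33.3% of probe sets with the highest mean log2 value over all arrays were tested, about the share the study kept, chosen without regard to the treatments. Genes were named from the annotation of the array: 34958 probe sets carry 1 gene, 34754 of them named through the RefSeq table and 204 with the symbol of the annotation, 932 carry several and 9211 none. Probe sets with several genes or none were tested but are not named. Tests were run in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) in a single model of the 10 groups with the series as a block, which leaves 18 residual degrees of freedom per probe set and 6.45 prior degrees of freedom. Contrasts set each cytokine against the untreated cells of the same time, over both times and at each time, the combination against each single cytokine, untreated cells at 4 h against 1 h, and each cytokine's effect at 4 h against its effect at 1 h. A moderated F test of the 4 cytokine contrasts over both times gave the probe sets with any treatment effect. Each set of p-values was adjusted by Benjamini and Hochberg, with a threshold of 0.05. Contrasts of IL-17 and of the combination against IL-1β were added after the data were seen.

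The pairing of the arrays comes from the labels, where the replicate number is the series, and the methods, which describe 3 series cultured under all conditions. It was checked on the deviations of each array from its group mean over the probe sets tested. All 45 pairs of groups had a mean correlation above 0.1 between arrays of the same number, the lowest being 0.157, as did 132 of the 135 pairs of arrays (from -0.0796 to 0.743). The array nearest to each array was of the same series for 26 of 30. The residual SD per array ran from 0.127 to 0.215 on the log2 scale with a median of 0.151. The log2 ratio of the 3' to the 5' probe set of β-actin ran from 0.194 to 0.375, and its difference between treated and untreated cells from -0.0526 to -0.0190 with SDs of up to 0.0619.

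The excess of the combination over additive effects was tested per series and time, as the log2 ratio of the combination to TNF-α plus IL-17 minus control on linear values, with a one-sample limma fit over the 3 series. The cooperation index was computed as Additional file 4 states it, as a ratio of folds with 2 as the threshold, and as a difference of folds, which the printed values of Table S4 follow. Correlations of log2 fold changes were Pearson coefficients across probe sets, on the mean fold changes over the series. Their SD is that of the coefficients in single series, so it is not the uncertainty of the coefficient on the means. What shared untreated arrays add to a correlation was measured in 100 simulations of groups with no effect. Gene groups were written down as lists of genes and of cell markers, with 1 probe set per gene, that of the highest mean, and members were counted by the adjusted p over all probe sets and over the list alone. Each list also ran with the probe set of the smallest p.

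The genes named are those of the study's results text, by the probe set of Table S2 or Table S3 where listed, so that their values in the study's tables had been seen. To these come, for each cytokine and time, the 10 genes with the highest and the 10 with the lowest log2 fold change among those called that moved the same way in all 3 series, the 5 genes with the highest and lowest excess, and the members of the lists. Other genes are marked where they occur as chosen after their values were seen.

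The fit was tested on simulated data of 15033 probe sets, in which 4 groups of 50 were changed in the same data, 1 at each of the factors 1.5, 2, 4 and 8. So many changed probe sets ease the adjusted threshold. The shares found can therefore exceed the power of a real contrast with fewer calls. For IL-17 over both times it called 42 of 50 at 1.5-fold and 50 of 50 at 2-fold. The F test called 41 and 50, untreated cells at 4 h against 1 h 33 and 46, the combination against IL-17 at 4 h 31 and 45, and IL-17 against IL-1β at 4 h 27 and 48. The methods' repeated-measures analysis of variance at an unadjusted p under 0.01, run with the series-by-treatment error, called 14 of 50 at 1.5-fold, 28 at 2-fold and 47 at 4-fold, and 47.7% of all its calls were false. With a pooled error it called 42 and 49 at 1.5-fold and 2-fold, with 43.5% false calls, and without a subject term, on values divided by the series median, 43 and 49, with 46.4% false calls. In the limma test of IL-17 over both times, at an adjusted p under 0.05, 7.69% of the calls were false. The thresholds differ, so these shares cannot rank the tests. An unadjusted p under 0.01 over 15033 probe sets, few of them changed, by itself brings many false calls. The paper applied its test only to probe sets that had passed its first test for any treatment effect. That first step was not simulated, so these shares do not give the share of false calls in the paper.

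Alternatives set before the data were examined were no series block, an offset of 561 (the 10th percentile of all values) before the log, no filter, the brightest 16.7% of probe sets, quantile normalization, array medians set to 0, a variance trend with robust estimation, only the 12 arrays of a cytokine and its controls, the methods' analysis of variance with the series-by-treatment error and with a pooled error, leaving out each series in turn, the product of the single folds as the expectation, the difference of folds and the excess folds as index, Spearman coefficients, single series and other sets of probe sets. Added after the data were seen were the analysis of variance without a subject term, fits that left out 1 of 3 arrays with large residuals (IL-17 at 4 h and untreated cells at 1 h of series 1, and untreated cells at 1 h of series 2), the mirrored set of probe sets, the probe sets called for IL-1β at 4 h, the lists of nuclear noncoding RNAs and of snoRNA host genes, and the runs of the lists under the settings above. The qRT-PCR, actinomycin D and NF-κB gel shift (EMSA) experiments of the study were not analysed here. Results for 2 items are not reported here.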

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

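Chosen only after the result was seen were the tests of array scaling, of the brightest probe sets and of RNA degradation below, the comparisons of IL-17 and of TNF-α/IL-17 with IL-1β, the mirrored set of probe sets, and the lists of nuclear noncoding RNAs and snoRNA host genes.

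Time changed the response to each cytokine in some genes: the effect differed between 1 h and 4 h for 134 probe sets with IL-1β, 43 with TNF-α/IL-17, 5 with TNF-α and 1 with IL-17, in a limma test of the difference itself. Each of these rests on 10 exchanges of the time labels, too few to give a share under 0.05. The highest other counts were 2, 1, 0 and 0, so that 1 of 10, the true labels, reached the count in each. With IL-1β, 62 probe sets were higher at 4 h and 72 lower, and the total fell to 14 without series 1, 48 without series 2, 79 without series 3 and 45 without the block. With TNF-α/IL-17 it was 7, 11, 18 and 5, with TNF-α 2, 0, 1 and 0, and with IL-17 0 in each of these fits (the limma count at an unadjusted p under 0.05 with all arrays was 485).

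Genes that the paper's text does not discuss also moved against untreated cells. Ccl20 and the epithelial transcription factor Elf3 rose with IL-17 at 4 h by 3.32 and 1.77 on the log2 scale, calls that ended without series 3 or the block, and for Ccl20 also without series 2 or without the IL-17 culture of series 1. Arrdc3, an arrestin-like regulator of metabolism, changed by -1.71 (adjusted p = 2.5e-05) with IL-1β at 1 h and by -0.0041 (SE 0.23, adjusted p = 0.99) at 4 h, and the difference between the times passed the test (1.71, adjusted p = 0.0059). G6pc, the last enzyme of glucose release, changed by -3.09 (SE 0.82, adjusted p = 0.041) with TNF-α at 4 h, a call that ended without any 1 of the series and without the block. Klf15, a transcription factor of gluconeogenesis, changed by -1.71 (SE 0.23, adjusted p = 3.8e-05) with TNF-α/IL-17 at 1 h, and Cyp26a1, which degrades retinoic acid, by -1.79 (SE 0.25, adjusted p = 5.2e-05) at 4 h, and both calls ended without the block.

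Malat1 and Neat1, long noncoding RNAs kept in the nucleus, and Gas5, a host gene of small nucleolar RNAs (snoRNAs), changed with IL-1β at 1 h by -2.28 (SE 0.42, adjusted p = 0.0016), -2.31 (SE 0.44, adjusted p = 0.0022) and -1.93 (SE 0.38, adjusted p = 0.0034), and none of the 3 passed without series 2, nor Gas5 without the untreated culture of series 2. RNA degradation is argued against by the 3' to 5' ratio of β-actin, which differed by -0.0526 (SD 0.0605) between IL-1β and untreated cells. A lower yield of nuclear RNA cannot be told apart from a change in the cells, since 1 other nuclear noncoding RNA, Tug1, could be tested, at -0.183. A change shared by snoRNA host genes stays open as a candidate explanation for Gas5 alone, as Malat1 and Neat1 are not on that list. The 8 other host genes tested had a median of -0.668 (SD 0.260), with Snhg1, Snhg3, Snhg4, Snhg5 and Snhg12 called lower. The host genes rest on series 2 as well, without which 0 of 12 were called over both times by limma, against 12 with all series (12 at an unadjusted p under 0.05).

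TNF-α/IL-17 correlated with IL-1β at 4 h more closely than TNF-α did over the 104 probe sets raised by IL-1β and the combination alone. The choice of those probe sets by their calls is argued against as the whole cause, since in the mirrored set the combination still correlated more closely, by 0.139. In the single series it gave 0.619, 0.580 and 0.684, against 0.534, 0.523 and 0.651 for TNF-α, with a lowest difference of 0.0331. The SD of 0.0260 is that of the single-series differences and not the uncertainty of 0.139. Shared untreated arrays are argued against as the whole cause by the correlation on separate arrays over all probe sets, 0.259 (SD 0.108), although single series gave 0.048 to 0.243 and the Spearman coefficient was 0.086, which by itself does not argue against them. What stays open is the explanation the paper proposes, that IL-17 may add an IL-1β-like change to TNF-α: on separate arrays the correlation was 0.467 (SD 0.179, Spearman 0.286) over the probe sets called for IL-1β at 4 h. It was found and tested on the same arrays.

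IL-1β raised 81.1% of the probe sets it changed over both times. Calls confined to dim probe sets are argued against, since 81.0% were higher in the brightest 5011 probe sets (931 higher and 218 lower). Whether weak signals of dim probe sets add to the excess cannot be said from these values, with a difference of -0.0629 (SD 0.0926) between the median log2 fold changes of the brightest 5011 (0.0600) and the dimmest 5011 (0.123). The scaling of the arrays and a broad biological rise cannot be told apart, as no added reference RNA was used here. Quantile normalization left 48.6% higher, but it also brings the median log2 fold change from 0.104 to 0.0015 and so largely fixes this share, and with array medians set to 0 the share was 86.9% (3253 higher and 489 lower).

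Other splits of the same arrays show how far chance can be excluded for each count. Exchanging the labels of treated and untreated cells within series over both times gives 32 splits. Chance is argued against for IL-1β (3503, highest other 2987), TNF-α (757 and 336) and TNF-α/IL-17 (543 and 405), each reached by 1 split, the true one. This is the smallest share that 32 splits can give, and it was not corrected for the 4 cytokines. For IL-1β and TNF-α/IL-17 the highest other count came near the true one, so the splits say little about the size of these counts. Chance is argued against too for any treatment effect (1152, highest other 758, 1 of 100 splits). For IL-17 chance cannot be excluded: 4 of 32 splits called as many as the true 88, namely 460 with the labels exchanged in series 1 at 4 h, 198 in series 2 at both times and series 3 at 4 h, and 1682 in series 2 and series 3 at both times. A count so far above the true one points to a structure of the samples, which also shows in the effect of IL-17 in series 1, weakly and negatively correlated with that of the other series across all probe sets. The probe sets above the additive expectation numbered 0 at 1 h and 0 at 4 h by limma, and the highest other counts were 57 and 225 over 100 splits each, all 100 of which reached 0 (at an unadjusted p under 0.05 the true labels gave 451 above and 212 below at 1 h, and 248 above and 507 below at 4 h).

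At a single time 3 arrays against 3 give 10 splits, too few to give a share under 0.05. Unlike the splits over both times, they are not confined to exchanges within series. At 1 h the true and the highest other counts were 618 and 162 for IL-1β, 94 and 233 for TNF-α, 10 and 1 for IL-17 and 106 and 0 for TNF-α/IL-17, and at 4 h 1475 and 0, 360 and 0, 36 and 286, and 563 and 1. For untreated cells at 4 h against 1 h they were 68 and 376. For TNF-α at 1 h, IL-17 at 4 h and untreated cells 2 splits reached the true count, the other one with over 2 times as many calls. As the splits need not keep the pairing, such a count may reflect only the known differences between series. In the rest but the last pair below, 1 split reached the true count. The combination gave 30 and 0 against IL-17 and 2 and 1 against TNF-α at 1 h, and 61 and 5, and 43 and 1, at 4 h. IL-17 against IL-1β gave 120 and 0 at 1 h and 138 and 135 at 4 h. The combination against IL-1β gave 0 and 0, and 0 and 2, a count that all 10 splits reached (1373 and 1016 probe sets at an unadjusted p under 0.05 by limma).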

How the results depend on the processing

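The analysis of variance without a subject term, the fits without 1 array, the comparisons with IL-1β, the mirrored set and the set called for IL-1β were chosen after the data were seen; numbers below are probe sets called, in the order IL-1β, TNF-α, IL-17 and TNF-α/IL-17, and apart from fewer arrays or more probe sets tested, the cause of a change was not tested. Over 520 results for named genes, 0 reversed in any setting. For list members, 0 calls turned direction over the scalings, the block and the series left out. Many named genes were chosen as called and moving the same way in all 3 series, so their 0 reversals were largely fixed by that choice. Calls were lost in 141 of the 520 without the block, 103 with no filter, 79, 88 and 82 without replicates 1, 2 and 3, 12 after quantile normalization, 8 with array medians set to 0, 16 with a variance trend, 27 with 12 arrays, 9, 22 and 32 without the IL-17 array at 4 h and the untreated arrays at 1 h of series 1 and series 2, 0 with the offset and 0 with the brightest sixth (270 unchanged, 6 gained, the rest not tested there), and 52 were gained over all settings. Over both times, leaving out 1 replicate or array gave 330 to 4332 (main 3503), 183 to 957, 17 to 999 and 270 to 580, at 1 h 118 to 1077, 50 to 149, 4 to 20 and 37 to 107, and at 4 h 243 to 2522, 83 to 442, 9 to 44 and 169 to 652. The ranges were 14 to 79, 0 to 2, 0 to 0 and 7 to 18 for the difference between times, 5 to 47 for untreated cells, 218 to 1227 for any treatment effect, and 3 to 8 and 9 to 23 for IL-17 over 2-fold at 1 h and 4 h. TNF-α/IL-17 gave 9 to 14 and 0 to 40 against IL-17, 1 to 3 and 17 to 26 against TNF-α and 0 to 1 against IL-1β at 1 h, IL-17 gave 36 to 102 and 17 to 121 against IL-1β, the additive excess 0 to 405 and 0 to 63, and r of IL-17 over the shared probe sets 0.767 to 0.840. In the fits without 1 array, IL-17 over both times gave 199 without the IL-17 array of series 1 at 4 h and 166 without the untreated array of series 1 at 1 h, and without the untreated array of series 2 at 1 h IL-1β and TNF-α gave 2062 and 494. Without the block the counts were 1271, 142, 12 and 152 over both times, 214, 47, 3 and 53 at 1 h, 309, 55, 8 and 125 at 4 h, 45, 0, 0 and 5 for the difference between times, 6 for untreated cells, 266 for any effect, 3 and 8 for IL-17 over 2-fold, 16 and 7 for the combination against IL-17, 10 against TNF-α at 4 h, and 53 and 34 for IL-17 against IL-1β. With no filter, where 45101 probe sets share the adjustment, they were 1725, 208, 21 and 235, at 1 h 253, 46, 6 and 59, at 4 h 485, 81, 14 and 244, for the difference 47, 0, 0 and 5, then 12, 406, 4 and 13 for untreated cells, any effect and IL-17 over 2-fold. The brightest sixth, where fewer probe sets are tested, gave 2080, 462 and, for TNF-α/IL-17, 308 over both times, 321 for IL-1β at 1 h, 849, 219, 18 and 316 at 4 h, 66 and 27 for the difference with IL-1β and TNF-α/IL-17, then 24, 751, 5 and 10. After quantile normalization TNF-α, IL-17 and TNF-α/IL-17 gave 1149, 145 and 883 over both times, IL-1β and TNF-α 1016 and 166 at 1 h, TNF-α/IL-17 930 at 4 h, the difference 204 for IL-1β and 70 for TNF-α/IL-17, and untreated cells 273. With 12 arrays IL-1β gave 1812, 355 and 658 over both times, at 1 h and at 4 h, IL-17 39 over both times, and TNF-α/IL-17 342 over both times and 349 at 4 h. The methods' repeated-measures analysis of variance over both times gave 317, 329, 147 and 299 with the series-by-treatment error at an unadjusted p under 0.01 and 0 for each after adjustment, where limma called 5597, 3367, 2047 and 2487 at an unadjusted p under 0.05. With a pooled error it gave 1095 and 257 for IL-1β and IL-17 unadjusted and 85, 75, 7 and 131 adjusted, and without a subject term 1608 and 372 unadjusted and 436, 161, 7 and 154 adjusted. Among the probe sets raised by the combination, the cooperation index reached 2 in 3 and 7 probe sets as a difference of folds and in 1 and 15 as excess folds. Over the shared probe sets r was 0.518 (Spearman), 0.710 and 0.707 (series 1 and 2 alone) and 0.642 (Table S2) for TNF-α, 0.743 (series 1 alone) and 0.664 (log ratios above 0) for IL-17, and 0.850 (series 3 alone) and 0.837 (log ratios above 0) for the combination. Over the probe sets of IL-1β and the combination it was 0.457 (series 3 alone), 0.590 (mirrored set) and 0.857 (called for IL-1β) for TNF-α, 0.441 (series 2 alone) and 0.829 (called for IL-1β) for IL-17, and 0.736 (series 2 alone) and 0.729 (mirrored set) for the combination. Members of all lists called for IL-17 were 69 when adjusted over the list alone. Other correlations and list counts kept their value within the spread in 72 and 190 of the settings and moved in 30 and 34. The dim probe sets left out, where signal is low against background, were tested in the fit with no filter alone.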

Differences from the paper's values

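The fits without a subject term or without single arrays were chosen after the values were seen; the other settings named here were set before the data were examined.

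The paper counts probe sets by its analysis of variance at α < 0.01, while the counts here use an adjusted p under 0.05, so the thresholds differ. The paper also tested each cytokine only on the probe sets that had passed its first test for any treatment effect. The counts here are drawn from all probe sets tested, with no such first step, so the sets differ too. The paper gives 903 probe sets raised by IL-1β, and 2841 were called here. The value lies within 1.5 times the paper's without the series block (1043), with no filter (1172) and by the methods' repeated-measures analysis of variance with a pooled error at p under 0.01 (878). It does not with the offset (2847), the brightest sixth (1688), quantile normalization (1869), array medians set to 0 (3253), a variance trend (2937), without replicate 1, 2 or 3 (3219, 238 and 1365), with 12 arrays (1459), or with the series-by-treatment error (226, and 0 after adjustment) and the pooled error after adjustment (75). The fit without a subject term, chosen after seeing the values, gave 1288 raised by IL-1β at p under 0.01, within 1.5 times the paper's, and no list of the paper's IL-1β items was used here, so the number it drops is not given. After adjustment that fit gave 361, which does not lie within 1.5 times.

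For IL-17 the paper gives 92 probe sets higher and 126 lower, against 53 and 35 here. Here too the sets differ, since the paper's counts come from the probe sets that passed its first test for any treatment effect. Quantile normalization (86) and the methods' analysis with the series-by-treatment error (89) or the pooled error (129) at p under 0.01 bring the higher count within 1.5 times the paper's, and the pooled error (128) brings the lower one. The other settings do not: no block gave 12 and 0, the offset 53 and 35, no filter 18 and 3, the brightest sixth 35 and 44, array medians set to 0 40 and 29, a variance trend 54 and 53, the 12 arrays 32 and 7, and without replicate 1, 2 or 3 it was 534 and 465, 19 and 10, and 16 and 1. Quantile normalization gave 59 lower, the series-by-treatment error 58, and after adjustment the 2 error terms gave 0 and 0, and 4 and 3. Of the fits chosen after the values were seen, leaving out the IL-17 array of series 1 at 4 h gave 116 higher, within 1.5 times the paper's, while dropping 40 of the 89 tested probe sets that Table S2 lists as higher (52 with all arrays), and it gave 83 lower, not within 1.5 times. Leaving out the untreated array of series 1 at 1 h, also chosen after seeing the values, gave 61 higher and 105 lower, the lower count then within 1.5 times the paper's and the higher one not, and it drops 82 of the 123 tested probe sets that Table S2 lists as lower (91 with all arrays). At p under 0.01 the fit without a subject term, chosen after seeing the values, gave 144 and 228, neither within 1.5 times, and it drops 8 of the 89 and 9 of the 123.

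The paper places 12 probe sets in the group raised by all treatments but TNF-α, again at its own threshold and after its first test, and 6 were called here. No alternative was run for this count.

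The paper's coefficient between TNF-α and IL-1β at 4 h over its own group of genes raised by all treatments is 0.69, against 0.75 here, more than the SD between series. In series 1 alone (0.710) and series 2 alone (0.707) the value falls within that SD, and it does not in series 3 alone (0.763), without replicate 1, 2 or 3 (0.762, 0.746 and 0.724), by Spearman (0.518), over the probe sets of Table S2 (0.642) or over those with log ratios above 0 in all treatments (0.742). For IL-17 the coefficient is about 0.75 in Figure S1 of Additional file 7, read by eye, against 0.822 here. In series 1 alone (0.743), series 3 alone (0.785), without replicate 2 (0.767) and over the probe sets of Table S2 (0.773) the value falls within the SD, and in series 2 alone (0.842), without replicate 1 or 3 (0.840 and 0.831), by Spearman (0.807) or over log ratios above 0 (0.664) it does not. Over all probe sets the paper gives 0.79 for TNF-α/IL-17, by Figure S3 over the smaller set of probe sets for which log ratios could be calculated, against 0.818 here over all 15033 tested, so the sets differ. Without replicate 1 (0.787) or replicate 3 (0.799) it falls within the SD, and by Spearman (0.760), in series 1, 2 or 3 alone (0.729, 0.729 and 0.706), without replicate 2 (0.771) or over log ratios above 0 (0.837) it does not. The SDs used here are those of single-series coefficients and not the uncertainty of the coefficients on the mean fold changes. They therefore cannot say whether the values differ from the paper's by more than noise.

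The paper's text lists Cish, Ier3, Vcam1, Tnfaip2 and Dusp22 among the genes changed by IL-17, and none of the 5 was called here, with changes of 0.59, 0.70, 0.96, 0.75 and -0.24 over both times, while Nfkbia, Tnfaip3, Ccl2, Cxcl1, Tlr2, Steap4, Nlrp12 and Ccn2 of the same lists were. Cish was called after quantile normalization, with a variance trend and without the IL-17 array of series 1 at 4 h; Ier3 with the brightest sixth and after quantile normalization; Vcam1 with the brightest sixth, without replicate 1, without that array and with 12 arrays; Dusp22 without replicate 1; and Tnfaip2 in none of the settings run. Cxcl2 is described as raised by IL-17 at both times, and at 1 h its change of 1.98 did not pass in any setting run. Among genes the paper places in the group raised by all treatments but TNF-α, Vnn3 and Adamts1 did not pass for IL-17 over both times in any setting run, at 0.45 and 0.26, and Vnn3 passed at 4 h with 12 arrays. The paper ranks Cebpd among the few most raised genes of the combination at 4 h, and here it stood at rank 13 of 281.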

Other observations

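The fits by which the lists are compared across settings, and the lists of nuclear noncoding RNAs and snoRNA host genes, were chosen after the data were seen.

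Some genes of glucose release and fat oxidation fell, and genes of lipid synthesis rose with IL-1β (both times together, n = 6 arrays per group, limma). Of 11 genes of gluconeogenesis and sugar metabolism, 3 fell with IL-1β, 5 with TNF-α and 3 with TNF-α/IL-17 (6, 7 and 7 lower when adjusted over the list alone, and 1 higher for IL-1β). Igfbp1, a binding protein of insulin-like growth factors, changed by -0.57, -0.61 and -0.76, and Slc37a4, the glucose-6-phosphate transporter, by -0.51, -0.66 and -0.59. Of 14 genes of fatty acid oxidation, Bbox1, an enzyme of carnitine synthesis, and Pdk4, which holds back glucose oxidation, fell with each of the 3, Pdk4 by 0.70 (SE 0.15, adjusted p = 0.0029) with IL-1β (2 lower in each over the list alone, and 1 higher for TNF-α). Of 15 genes of lipid and ceramide synthesis, 7 rose with IL-1β, Dgat2, Fasn, Sptlc2, Ugcg, Acaca, Lpin1 and Scd1, with Fasn at 0.73 (SE 0.17, adjusted p = 0.0043), 1 with TNF-α/IL-17 and 0 with TNF-α (7, 3 and 0 over the list alone; TNF-α 4 at an unadjusted p under 0.05 and 1 without series 1). Without series 2, IL-1β raised 1 of the 15, without series 3 it raised 4, and without the block 1. After quantile normalization 6, 6 and 5 genes of sugar metabolism and 5, 4 and 2 of fatty acid oxidation fell with IL-1β, TNF-α and TNF-α/IL-17. With array medians set to 0 these numbers were 3, 3 and 2, and 2, 2 and 1. Without series 3, 0, 1 and 1 genes of sugar metabolism fell with IL-1β, TNF-α and TNF-α/IL-17, without series 1 TNF-α lowered 0, and without the block 0 fell with any of the 3 by limma (6, 7 and 7 at an unadjusted p under 0.05 with the block). Without the block 0 genes of fatty acid oxidation fell, without series 1 0 fell with TNF-α/IL-17 and 1 with TNF-α, without series 2 1 fell with IL-1β and with TNF-α/IL-17, and without series 3 1 with TNF-α/IL-17 (4, 3 and 3 lower at an unadjusted p under 0.05 with all series). For IL-17, 0 of the genes of each of these 3 lists passed by limma (6 and 2 lower and 2 higher at an unadjusted p under 0.05, and 4 and 2 lower and 0 higher over the list alone), and without series 1, 1 of each did.

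Some genes of apoptosis, survival and iron handling rose with IL-1β, TNF-α and TNF-α/IL-17. Of 14 genes of apoptosis and survival, 6 rose with IL-1β, 3 with TNF-α and 3 with TNF-α/IL-17 (7, 4 and 4 over the list alone, and 2 lower for TNF-α): Bid, which links death receptors to mitochondria, rose by 0.92 (SE 0.10, adjusted p = 5.6e-07), 0.71 (SE 0.10, adjusted p = 7.5e-05) and 0.75 (SE 0.10, adjusted p = 2.4e-05), and Sod2, a superoxide dismutase of mitochondria, by 0.62, 0.44 and 0.51. IL-1β raised 3 of the 14 without the block, and with IL-17 0 passed by limma (0 over the list alone, 1 lower at an unadjusted p under 0.05). Of 10 iron genes 6, 3 and 5 rose (6, 3 and 5 over the list alone), among them the iron transporter Slc11a2 by 0.78, 0.39 and 0.69 and with IL-17 by 0.48 (SE 0.10, adjusted p = 0.029); without series 3 TNF-α/IL-17 raised 3. Of 13 glucocorticoid-induced genes, IL-1β raised 1 (Mt2) and lowered 2, TNF-α lowered 3 and TNF-α/IL-17 4 (1 and 2, 3 and 5 over the list alone), and Tsc22d3 changed by -0.69, -0.81 and -0.87. TNF-α/IL-17 lowered 2 without series 1 or series 3 and 1 without the block, and TNF-α then lowered 1, and Mt2 did not pass for IL-1β without series 2.

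Other functions of the hepatocyte held few calls for IL-1β, TNF-α, IL-17 and TNF-α/IL-17, given in that order as higher and lower over both times. Bile acid synthesis and transport had 1 and 2, 1 and 0, 0 and 0, and 0 and 1 of 13 (over the list alone 2 and 3, 1 and 0, 0 and 0, and 0 and 4; for IL-17 1 and 3 at an unadjusted p under 0.05 by limma), with Baat, which conjugates bile acids, at -0.64 (SE 0.16, adjusted p = 0.0081) and the bile acid receptor Nr1h4 at -0.43 (SE 0.13, adjusted p = 0.021) for IL-1β. Drug metabolism had 1 and 1, then 0 for the other 3, of 23 (over the list alone 0 and 1, 0, 0, and 0 and 2; at an unadjusted p under 0.05 by limma 3, 3 and 2), with the xenobiotic receptor Nr1i2 at -0.40 (SE 0.11, adjusted p = 0.011). Mitochondrial complex I had 4 lower, 1 lower, 0 and 0 of 27 (over the list alone 0, 1, 12 and 0 lower; 10, 7, 13 and 9 lower at an unadjusted p under 0.05), and the IL-1β count was 12 without series 1, 0 without series 2 or series 3 and 16 after quantile normalization, that of IL-17 was 10 without series 1, and that of TNF-α was 2 without series 1 and 0 without series 2 or series 3. Of 10 hepatocyte markers 1 and 1, 0 and 1, 0 and 0, and 0 and 2 were called (over the list alone 1 and 1, 0 and 1, 0 and 0, and 0 and 4; for IL-17 3 lower at an unadjusted p under 0.05), with the tryptophan-degrading enzyme Tdo2 at -0.57 (SE 0.11, adjusted p = 7.2e-04) with IL-1β. After quantile normalization the bile acid genes had 1 and 4, 1 and 3, 0 and 0, and 0 and 4. Drug metabolism then had 1 and 2, 0 and 1, 0 and 0, and 0 and 1, and hepatocyte markers 0 and 3, 0 and 1, 0 and 0, and 0 and 3. Without series 2, 0 genes of bile acids and of drug metabolism were called with IL-1β. Without series 3, 0 bile acid genes were called with TNF-α or TNF-α/IL-17, and without series 1 or series 3, 0 hepatocyte markers with TNF-α and 1 with TNF-α/IL-17.

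Apart from those of Kupffer cells, few marker genes of other liver cells were bright enough to test. It was 12 of 15 for Kupffer cells, against 2 of 12 for endothelial and 3 of 12 for stellate cells. Which cells a change came from cannot be said from whole cultures. Changes such as those of the chemokines, Tlr2, Cd14 and Nlrp12 are therefore not shown to be those of hepatocytes alone. Of 12 Kupffer cell markers, Vsig4 fell with TNF-α by 0.51 (SE 0.14, adjusted p = 0.030) and with TNF-α/IL-17 by 0.50 (SE 0.14, adjusted p = 0.043), and 0 passed for IL-1β and IL-17 by limma (2 each at an unadjusted p under 0.05; over the list alone 0, 1, 0 and 1 lower). Both calls of Vsig4 ended without series 1, without series 2 and without the block, and that for TNF-α/IL-17 also with array medians set to 0. Of 2 endothelial markers, Fcgr2b fell with IL-1β by 0.64 (SE 0.11, adjusted p = 2.8e-04) and with TNF-α by 0.41 (SE 0.11, adjusted p = 0.027), the latter not without any 1 of the series or without the block, and 0 passed for IL-17 and the combination (1 each over the list alone). Of 3 stellate cell markers 0 passed for any treatment by limma (0, 1, 1 and 1 at an unadjusted p under 0.05, and 1 for IL-17 over the list alone). The 1 cholangiocyte marker tested, Sox9, rose by 0.77 (SE 0.20, adjusted p = 0.0078) with IL-1β and 0.73 (SE 0.20, adjusted p = 0.030) with TNF-α (1, 1, 0 and 1 over the list alone). Both calls ended without series 2 and without the block, and that for TNF-α also without series 1. Of erythroid markers 1 was tested, and 0 passed (1 for IL-1β over the list alone, at an unadjusted p under 0.05 and without series 1), and 0 lymphocyte and 0 neutrophil markers were bright enough to test.

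Noncoding RNAs fell over both times with IL-1β in 12 of 12 snoRNA host genes, such as Dancr by 1.28 (SE 0.31, adjusted p = 0.0055), Snhg3 by 0.95 (SE 0.18, adjusted p = 7.2e-04) and Zfas1 by 0.82 (SE 0.19, adjusted p = 0.0036), and with TNF-α, IL-17 and TNF-α/IL-17 in 0 by limma (10, 8 and 3 lower at an unadjusted p under 0.05; 12, 10, 8 and 0 over the list alone). The list was written after Gas5, Dancr, Zfas1 and Taf1d had been seen, and of its 8 other members 5 were called lower with IL-1β at 1 h. Without series 2 the IL-1β count over both times was 0, without series 3 it was 5 and without the block 7, and without series 1 TNF-α lowered 5, IL-17 9 and TNF-α/IL-17 1. Of 3 nuclear noncoding RNAs, 2 fell with IL-1β, 0 without series 2 and 1 without series 3, and 0 with the other treatments (0, 0 and 2 over the list alone; 1, 0 and 2 at an unadjusted p under 0.05), while without series 1 it was 2, 1 and 2.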
